# The transcription factor HIF-1α in NKp46+ ILCs limits chronic intestinal inflammation and fibrosis

**DOI:** 10.26508/lsa.202402593

**Published:** 2024-06-14

**Authors:** Eric Nelius, Zheng Fan, Michal Sobecki, Ewelina Krzywinska, Shunmugam Nagarajan, Irina Ferapontova, Dagmar Gotthardt, Norihiko Takeda, Veronika Sexl, Christian Stockmann

## Abstract

Innate lymphoid cells (ILCs) are critical for intestinal adaptation to microenvironmental challenges, and the gut mucosa is characterized by low oxygen. Adaptation to low oxygen is mediated by hypoxia-inducible transcription factors (HIFs), and the HIF-1α subunit shapes an ILC phenotype upon acute colitis that contributes to intestinal damage. However, the impact of HIF signaling in NKp46^+^ ILCs in the context of repetitive mucosal damage and chronic inflammation, as it typically occurs during inflammatory bowel disease, is unknown. In chronic colitis, mice lacking the HIF-1α isoform in NKp46+ ILCs show a decrease in NKp46^+^ ILC1s but a concomitant rise in neutrophils and Ly6C^high^ macrophages. Single-nucleus RNA sequencing suggests enhanced interaction of mesenchymal cells with other cell compartments in the colon of HIF-1α KO mice and a loss of mucus-producing enterocytes and intestinal stem cells. This was, furthermore, associated with increased bone morphogenetic pathway–integrin signaling, expansion of fibroblast subsets, and intestinal fibrosis. In summary, this suggests that HIF-1α–mediated ILC1 activation, although detrimental upon acute colitis, protects against excessive inflammation and fibrosis during chronic intestinal damage.

## Abstract (precis)

ILC1 activation by the oxygen-sensitive transcription factor HIF-1α is detrimental upon acute colitis, but protects against inflammation and fibrosis during chronic colitis.

## Introduction

Innate lymphoid cells (ILCs) are a heterogeneous population of non-B, non-T lymphocytes with a crucial role in intestinal adaptation to microenvironmental challenges (Colonna, 2018; Guendel et al, 2020). Therefore, ILCs play a critical role during intestinal damage and inflammation (Diefenbach et al, 2014; Eberl et al, 2015; Klose & Artis, 2016). The three major groups of ILCs are defined by the secretion of distinct cytokines, the expression of lineage-defining transcription factors that define the phenotype, and distinctive surface markers. T-bet+ ILC1s, which include the natural killer (NK) cell subset, produce proinflammatory IFN-γ; GATA3+ ILC2s secrete IL-5, IL-9, IL-13, and amphiregulin; and RORγt+ ILC3s produce IL-22 and IL-17. In addition to NKp46-ILC3s, murine RORγt+ ILC3s comprise a NKp46+ ILC3 subset that is specialized in IL-22 secretion, which induces the expression of prohomeostatic factors in gut epithelial cells to maintain barrier integrity and homeostasis (Sanos et al, 2011; Diefenbach et al, 2014; Eberl et al, 2015; Klose & Artis, 2016). The mucosa of the large intestine contains NKp46^+^ IL-22–producing group 3 ILCs (ILC3s) and IFN-γ–producing group ILCs (ILC1s) (Bernink et al, 2013). The mucosa is characterized by physiological hypoxia, often termed “physoxia,” and cellular adaptation to low oxygen is mediated by hypoxia-inducible transcription factors (HIFs) (Manresa & Taylor, 2017). HIFs, with HIF-1 and HIF-2 being the most extensively studied isoforms (Kaelin & Ratcliffe, 2008; Semenza, 2012), are basic helix–loop–helix transcription factors that consist of a constitutively expressed β-subunit and an oxygen-labile α-subunit. In the presence of oxygen, the α-subunit is hydroxylated by prolyl hydroxylases and subsequently degraded through the ubiquitin–proteasome pathway via interaction with its negative regulator von Hippel–Lindau protein (Schofield & Ratcliffe, 2004; Kaelin & Ratcliffe, 2008). Multiple studies have shown that HIF activation in intestinal epithelial cells can protect from colitis (Cummins et al, 2008; Tambuwala et al, 2010, 2015). We have previously demonstrated that the colon of mice with HIF-1α deficiency in NKp46+ cells contains twice as many NKp46+ ILC3s, whereas NKp46+ ILC1s, including NK cells, were comparable to WT littermates, resulting in a significant increase in ILC3/ILC1 ratio. The relative abundance of ILC3s over ILC1s was associated with a higher fraction of IL-22–expressing ILC3 NKp46+ cells, decreased frequencies of IFN-γ–expressing ILC1s, and augmented expression of gut-homeostatic genes such as *Reg3b*, *Reg3c*, *Defa21*, *Muc2*, and *Muc5* in the colon (Krzywinska et al, 2022). Upon acute experimental colitis, mucosal hypoxia is further aggravated, and we have demonstrated that HIF-1 fosters an ILC1 phenotype, which contributes to intestinal damage, whereas HIF-1α deficiency in NKp46+ cells protects from acute experimental colitis (Krzywinska et al, 2022). This is associated with an increased ILC3-to-ILC1 ratio in the colon, with no genotype-specific differences among other immune cell subsets, as well as the reduced expression of the colitogenic ILC1 cytokine *Ifng-γ* (Krzywinska et al, 2022).

Of note, inflammatory bowel diseases, including colitis, are characterized by chronic inflammation with repetitive mucosal damage during flare-ups (Abraham & Cho, 2009; Rieder & Fiocchi, 2009), along with the development of intestinal fibrosis (Rieder et, 2017). However, the impact of HIF signaling in NKp46^+^ ILCs on gut homeostasis and repair during repetitive intestinal damage and chronic inflammation has not been studied. We found that in a model of chronic colitis, mice lacking the HIF-1α isoform in NKp46+ ILCs show a decrease in NKp46^+^ ILC1s in the colon mucosa, which resembles the phenotype during acute colitis. Yet, in the chronic colitis setting, the absence of HIF-1α in NKp46^+^ ILCs leads to an increased disease activity index and a concomitant rise in neutrophils and a Ly6C^high^ macrophage subset that is considered as profibrotic (Ramachandran et al, 2012). Single-cell RNA sequencing revealed a loss of mucus-producing enterocytes and an enhanced interaction of mesenchymal cells with other cell compartments in the colon of HIF-1α KO mice. This was, furthermore, associated with an expansion of profibrotic fibroblast subsets along with increased collagen deposition and intestinal fibrosis. In summary, this suggests that HIF-1α–mediated ILC1 activation, although detrimental upon acute colitis, prevents against excessive inflammation and fibrosis during chronic intestinal damage.

## Results

### HIF-1α in NKp46^+^ cells limits inflammation and the severity of chronic colitis

In order to test the role of HIF-1α in NKp46^+^ gut ILCs in chronic injury in the large intestine, we used mice with a targeted deletion of HIF-1α, via crosses of the loxP-flanked HIF-1α allele to the *Ncr1* (NKp46) promoter–driven Cre recombinase, specific to NKp46-expressing ILC1s, including NK cells and ILC3s (Ncr1^cre+^ HIF-1α^fl+/fl+^ mice, termed HIF-1α KO) (Eckelhart et al, 2011; Krzywinska et al, 2017) and WT littermates to a scheme of repetitive dextran sodium sulfate (DSS) exposure (Fig 1A), which induces mucosal damage and chronic colitis (Okayasu et al, 1990). Surprisingly, HIF-1α KO mice exhibited a transiently enhanced disease activity that comprises weight loss, stool consistency, and hematochezia (Friedman et al, 2009) (Fig 1A) during the third DSS challenge and a worsened histological score at the endpoint (Fig 1B), despite a decrease in ILC1 frequencies (Fig 1C). Of note, the total number of CD45^+^ cells, the frequencies of NKp46^+^ ILC3, NK cells, and CD4^+^ and CD8^+^ T cells as assessed by flow cytometry were similar across genotypes (Fig 1C and E; for gating strategy, please see Fig S1A and B). Along with the decrease in ILC1 frequencies, we found a decrease in the mRNA expression of the ILC1 signature cytokine Ifng in the colon of HIF-1α KO mice (Fig 1D). Interestingly, within the myeloid cell compartment, HIF-1α KO mice experienced increased colonic neutrophil infiltration, whereas eosinophil and macrophage frequencies including the M1 and M2 subsets were comparable to WT mice (Fig 1E). In addition to the M1/M2 classification, macrophage phenotypes can be delineated by expression levels of the surface markers Ly6C (Ramachandran et al, 2012). Of note, HIF-1α deficiency in NKp46^+^ cells results in an increase in Ly6C^high^ macrophages (Fig 1F). In summary, this suggests that similar to the acute colitis setting, the deletion of HIF-1α in NKp46^+^ cells leads to the relative depletion of tissue-resident ILC1s from the colon (Krzywinska et al, 2022), yet upon chronic mucosal injury, this is associated with a concomitant increase in neutrophils and Ly6C^high^ macrophages from the circulation. Therefore, we concluded that in contrast to the setting of acute colitis (Krzywinska et al, 2022), loss of HIF-1α in NKp46^+^ upon chronic intestinal injury promotes inflammation and mucosal damage.

**Figure 1.**
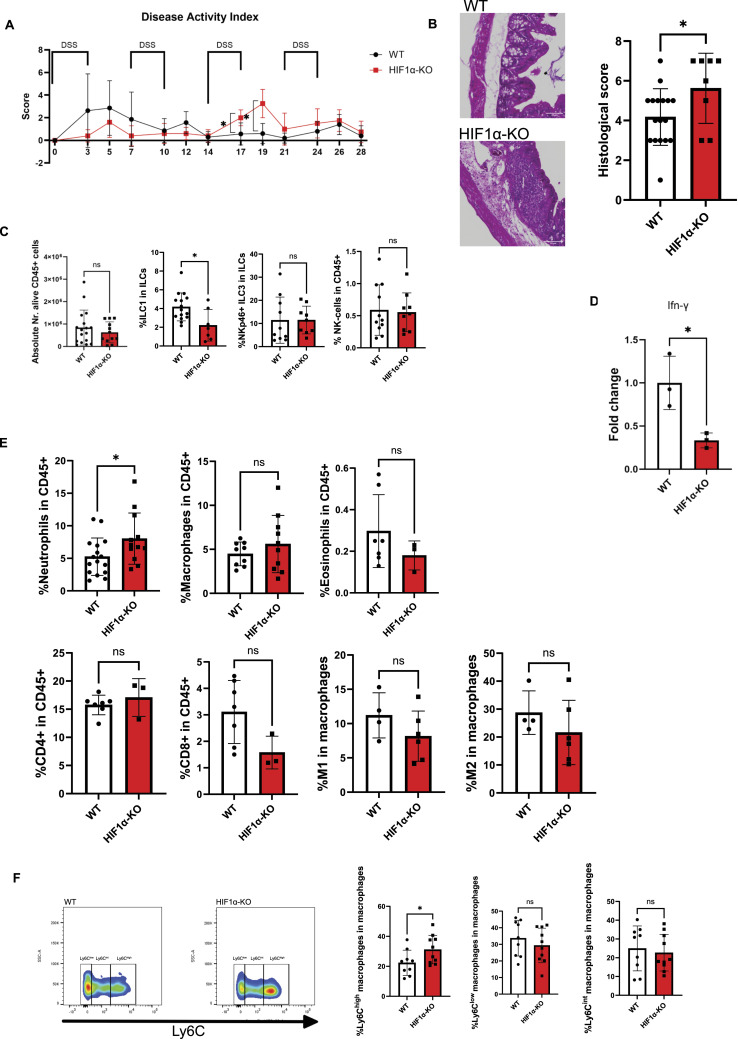
Deletion of HIF-1α in NKp46+ cells leads to a proinflammatory phenotype in the proximal colon upon chronic dextran sodium sulfate exposure. **(A)** Disease activity index of HIF-1α KO compared with WT mice. Mice were treated with 2% dextran sodium sulfate in drinking water four times for 3 d with the recovery phase of 4 d; n WT = 5, n KO = 4; data are mean values ± SD; *P < 0.05, two-tailed *t* test. **(B)** Representative images of H&E-stained proximal colon and analysis of the histological score of inflammation. Pooled data of three experiments; n WT = 17, n KO = 8; data are mean values ± SD; *P < 0.05, two-tailed *t* test. **(C)** Absolute number of CD45^+^ cells and abundance of different innate lymphoid cell (ILC) subsets in % of alive CD45^+^ cells at the endpoint. ILC1s defined as alive CD45^+^, Lin negative (CD11c, CD19, Ly6G, Ter119, TCR-β, TCR-γ/δ), CD127+, RORγt negative, NKp46+, T-bet+, CD49a+, NK1.1+. NK cells as alive CD45^+^, Lin negative, CD127 negative, NKp46+, Eomes+, NK1.1+. ILC3 as alive CD45^+^, Lin negative, CD127+, RORγt+, NKp46+. Pooled data of two independent experiments; n WT ≥ 10, n KO ≥ 7; data are mean values ± SD; *P < 0.05, two-tailed *t* test. **(D)** Fold change of the IFN-γ mRNA expression of whole colon of WT and HIF-1α KO mice. Data were normalized to *16s*. n WT = 3, n KO = 3. Data are mean values ± SD; *P < 0.05, two-tailed *t* test. Two outliers have been excluded using the ROUT method (Q = 1%). **(E)** Flow cytometric analysis of alive CD45^+^, neutrophils, macrophages, eosinophils, CD4^+^ and CD8^+^ T cells, and M1 (iNOS+) and M2 (CD206+) macrophages at the endpoint. Pooled data of two experiments; n KO ≥ 3, n WT ≥ 4; data are mean values ± SD; *P < 0.05, two-tailed *t* test. **(F)** (Left) Representative flow cytometric images of Ly6C+ gated on macrophages (alive CD45^+^, CD11b+, F4/80+) in HIF-1α WT and KO in NKp46+ cells and results (right) of % low/intermediate/high Ly6C. Pooled data of two experiments; n KO = 10, n WT = 9; data are mean values ± SD; *P < 0.05, two-tailed *t* test.

**Figure S1.**
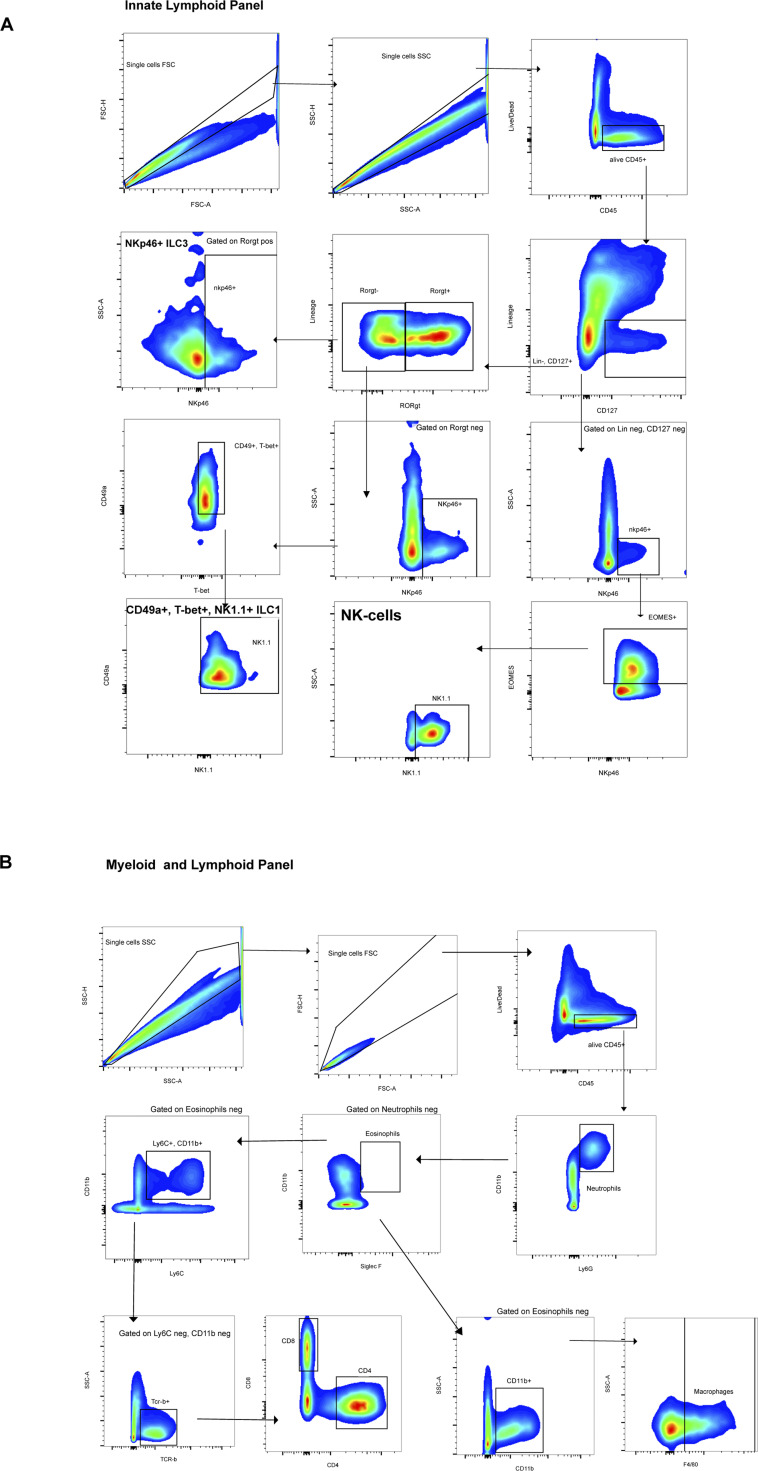
Representative gating strategy for innate lymphoid cells (ILCs) and myeloid cells. **(A)** Gating for ILCs with ILC1 defined as alive CD45^+^, Lin negative (CD11c, CD19, Ly6G, Ter119, TCR-β, TCR-γ/δ), CD127+, RORγt negative, NKp46+, T-bet+, CD49a+, NK1.1+. NK cells as alive CD45^+^, Lin negative, CD127 negative, NKp46+, Eomes+, NK1.1+. ILC3 as alive CD45^+^, Lin negative, CD127+, RORγt+, NKp46+. NK cells as alive CD45^+^, Lin negative, CD127 negative, NKp46+, Eomes+, NK1.1+. ILC3 as alive CD45^+^, Lin negative, CD127+, RORγt+, NKp46+. **(B)** Gating for myeloid and lymphoid cells among alive CD45^+^ with neutrophils (Ly6G+, CD11b+), eosinophils (CD11b+, Siglec-F+), macrophages (F4/80+, CD11b+), CD4^+^ T cells (TCR-β+, CD4^+^), and CD8^+^ T cells (TCR-β+, CD8^+^).

### HIF-1α deficiency in NKp46^+^ cells deviates the gene regulatory network upon chronic colitis

The colon comprises various epithelial and mesenchymal cell types that form a functional circuit with the immune cell compartment (Neurath, 2019). Given the altered inflammatory response in the colon, we wanted to assess the impact of HIF-1α deficiency in NKp46^+^ cells on the gut microenvironment beyond the immune cell compartment at the whole tissue level and at single-cell resolution. To this end, we performed single-nucleus RNA sequencing on frozen colon tissues from WT and HIF-1α KO mice after chronic DSS exposure. 

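Frozen colon tissue of WT mice and of HIF-1α KO mice was taken on day 28 of chronic DSS colitis, after 4 cycles of 3 days of 2% DSS and 4 days of recovery. Tissue of 3 animals per genotype was pooled, and each pool gave 1 library of nuclei, so no difference between the genotypes had a replicate check. For each library the authors deposited counts of unique molecular identifiers (UMIs), which count captured RNA molecules, per gene and nucleus, without normalization. They had aligned the reads to the mouse genome GRCm38 (mm10) with Cell Ranger. The WT library held 13492810 UMIs and the HIF-1α KO library 25489277. The targeted gene Hif1a (ENSMUSG00000021109, chromosome 12 of GRCm38, 73901375 to 73947530) had 2284 UMIs in the WT and 4699 in the HIF-1α KO library after the filter on nuclei, or 172 (165 to 179) and 199 (193 to 205) counts per 1000000 UMIs (CPM). The deletion is confined by design to NKp46+ cells, and Ncr1, which encodes NKp46, had 1 and 0 UMIs and Ifng had 0 in both libraries, which allows up to 3 UMIs, so Hif1a could not serve as a check of the labels. For the clustering, nuclei with fewer than 400 or more than 5000 detected genes or with over 10% mitochondrial UMIs were left out, as in the paper's methods. The libraries were then integrated with anchors in Seurat and clustered on 30 principal components at a resolution of 1. Each cluster was named from lists of marker genes, and the names mean that a cluster resembles a cell type, as in goblet-like nuclei. Shares of nuclei were given with exact (Clopper-Pearson) 95% binomial intervals. UMIs were summed over the nuclei of a class and given as CPM of that class, with exact 95% Poisson intervals. These intervals cover counting error only. A gene was called higher or lower where the intervals of the libraries did not overlap, and log2 ratios are HIF-1α KO over WT throughout. An overlap does not show an equal level, since the interval of the log2 ratio can still leave out 0.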

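The WT library had a median of 2061 UMIs per nucleus, with the middle 50% of nuclei between 1485 and 3231. The HIF-1α KO library had a median of 4225, with the middle 50% between 2758 and 6388. The lowest number of UMIs in a nucleus was 1199 in the WT and 525 in the HIF-1α KO library. The filter on detected genes and mitochondrial UMIs left 4884 of the 4896 WT nuclei and 4702 of the 4772 HIF-1α KO nuclei. More than 5000 genes were detected in 9 WT and 62 HIF-1α KO nuclei, and the mitochondrial share was too high in 3 and 8 nuclei. After the filter the median number of detected genes was 1274.5 in the WT and 2174.5 in the HIF-1α KO library. Before it the libraries held 9668 nuclei together, with medians of 1277 and 2182 detected genes.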

We analyzed a total of 9,668 nuclei and detected a median of 1,277 gene transcripts per cell in WT and 2,182 in HIF-1α KO mice. Supervised clustering readily allowed to distinguish several clusters, including absorptive and mucus-producing enterocytes (enterocyte Abs and enterocyte MP, respectively), goblet cells based on transcript signatures (Fig S2A), enteroendocrine cells and intestinal stem cells, along with endothelial cell subsets and the mesenchymal compartment (Fig 2A). 

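After the filter, 9586 nuclei fell into 25 clusters, and the number of clusters ranged from 19 at a resolution of 0.5 to 30 at a resolution of 2. Nuclei of absorptive enterocyte-like clusters made up 10.8% (95% interval 9.97 to 11.7%) of the WT library and 17.8% (16.7 to 18.9%) of the HIF-1α KO library, a log2 ratio of 0.72 (0.56 to 0.87). This ratio moved most without integration of the libraries, to 1.25. Enteroendocrine-like nuclei made up 3.01% and 2.79%. Endothelial-like nuclei made up 1.62% of the WT and 0.70% of the HIF-1α KO library, and lymphatic endothelial-like nuclei 1.62% and 0.87%. The thresholds of the naming rule were set after the data were seen, and 4 clusters with 31.9% of the WT and 17.0% of the HIF-1α KO nuclei met them for no cell type. In the largest of these, cluster 1 held 10.2% of the WT and 7.3% of the HIF-1α KO nuclei, and cluster 2 held 14.3% and 3.0%. Cluster 6 held 6.9% and 6.4%, and cluster 22 held 0.49% and 0.21%.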

A comparison of the different clusters across genotypes revealed the relative depletion of mucus-producing enterocytes and intestinal stem cells in the colon of HIF-1α KO (Fig 2B). This observation is further supported by immunostainings for LGR5 (a marker for intestinal stem cells) (Barker et al, 2007) and mucin 2 (MUC2, a marker for mucus-producing goblet cells and mucus-producing enterocytes) (Pelaseyed et al, 2014) on colon sections from WT and HIF-1α KO mice after chronic DSS exposure at the endpoint (day 28). 

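Mucus-producing enterocyte-like clusters, named by the markers of this class in the paper's methods and figures, held 742 nuclei or 15.2% (14.2 to 16.2%) of the WT library. In the HIF-1α KO library they held 1025 nuclei or 21.8% (20.6 to 23.0%), a log2 ratio of 0.52 (0.38 to 0.66). Across the 7 other settings for the filter, integration, resolution, depth, doublets and assignment, this ratio lay between 0.15 and 1.41. It turned to −0.30, with 39.7% of the WT and 32.2% of the HIF-1α KO nuclei, when the unnamed clusters 1 and 2 were counted in the class, and to −0.25 with cluster 2 alone, but stayed at 0.20 with cluster 1 alone. These settings were chosen after the data were seen. The intestinal stem cell-like class was named by cell cycle markers, as in the paper. It held 444 nuclei or 9.09% (8.30 to 9.93%) of the WT and 312 nuclei or 6.64% (5.94 to 7.38%) of the HIF-1α KO library, a log2 ratio of −0.45 (−0.67 to −0.24). Its ratio lay between −0.83 and −0.15 across the same 7 settings. The unnamed cluster 6, led by Smoc2 and Lgr5, was not part of this class.

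**Figure D1:**
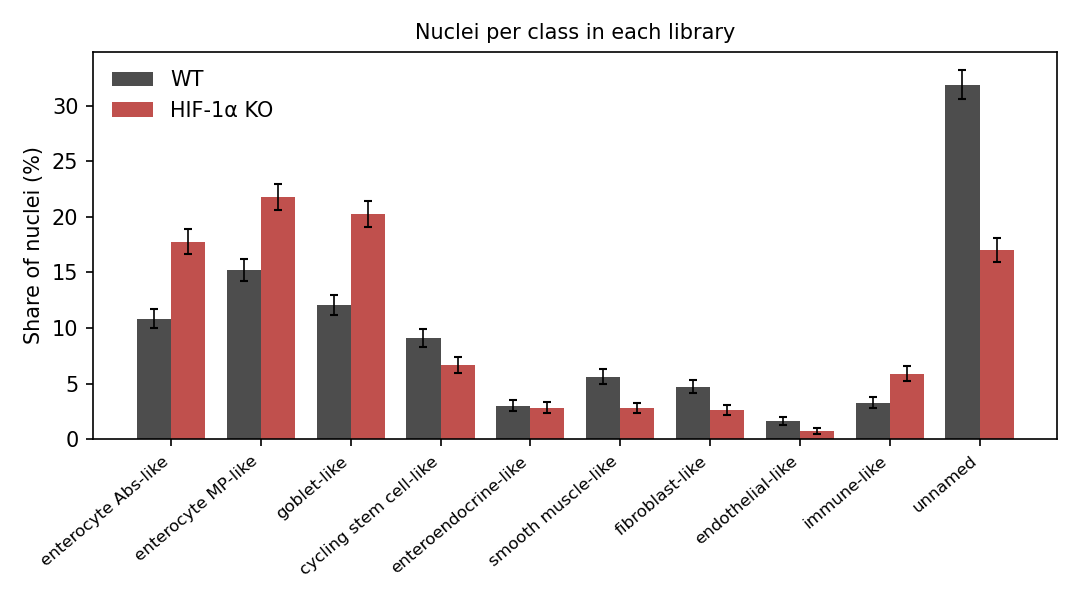
Share of nuclei in each class of the WT and the HIF-1α KO library, in percent of all nuclei after the filter. Bars start at 0 and lines are exact 95% binomial intervals, and the mucus-producing enterocyte-like share is 15.2% in the WT and 21.8% in the HIF-1α KO library.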

As shown in Fig 2B, the colon of HIF-1α KO mice exhibits a reduction in LGR5^+^ intestinal stem cells and the area of MUC2^+^ cells. Of note, MUC-2 is expressed by goblet cells and mucus-producing enterocytes and therefore does not allow to distinguish the two cell types. However, given that the number of goblet cells was not reduced according to the single-cell RNA-sequencing analysis, these data indicate a reduction in mucus-producing cells, including enterocytes, in the colon of HIF-1α KO mice.

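The gene Muc2 (ENSMUSG00000025515, chromosome 7 of GRCm38, 141690340 to 141754693) is one of the markers by which goblet-like clusters were named. Goblet-like nuclei held 4439 (4344 to 4536) CPM of Muc2 in the WT and 3803 (3749 to 3858) in the HIF-1α KO library, a log2 ratio of −0.22 (−0.26 to −0.19). In mucus-producing enterocyte-like nuclei, with median depths of 2700.5 and 4797 UMIs, the level was 353 (330 to 378) and 433 (416 to 451) CPM. At least 1 Muc2 UMI was found in 65.5% of these nuclei in the WT and 88.7% in the HIF-1α KO library. Mesenchymal-like nuclei should lack Muc2, and at median depths of 1939 and 2271 UMIs their level was 463 and 678 CPM, with a UMI in 59.8% and 84.9% of nuclei. After thinning of every nucleus to 1000 UMIs, which left out 0 WT and 8 HIF-1α KO mesenchymal-like nuclei, these shares were 35.2% and 61.5%, compared with 32.7% and 35.4% of the mucus-producing enterocyte-like nuclei. The Muc2 UMIs in mucus-producing enterocyte-like nuclei were therefore at or below the background from free RNA. Over all nuclei, Muc2 rose from 1054 to 1236 CPM, a log2 ratio of 0.23 (0.20 to 0.26), which moved most with each nucleus weighted equally, to 0.34.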

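Goblet-like clusters held 588 nuclei or 12.0% (11.1 to 13.0%) of the WT library and 952 nuclei or 20.2% (19.1 to 21.4%) of the HIF-1α KO library. The log2 ratio of the goblet-like shares was 0.75 (0.60 to 0.90). It was highest, at 1.02, when each nucleus was assigned by its own marker score. The median depth of goblet-like nuclei was 2559 UMIs in the WT and 4637.5 in the HIF-1α KO library.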

**Figure S2.**
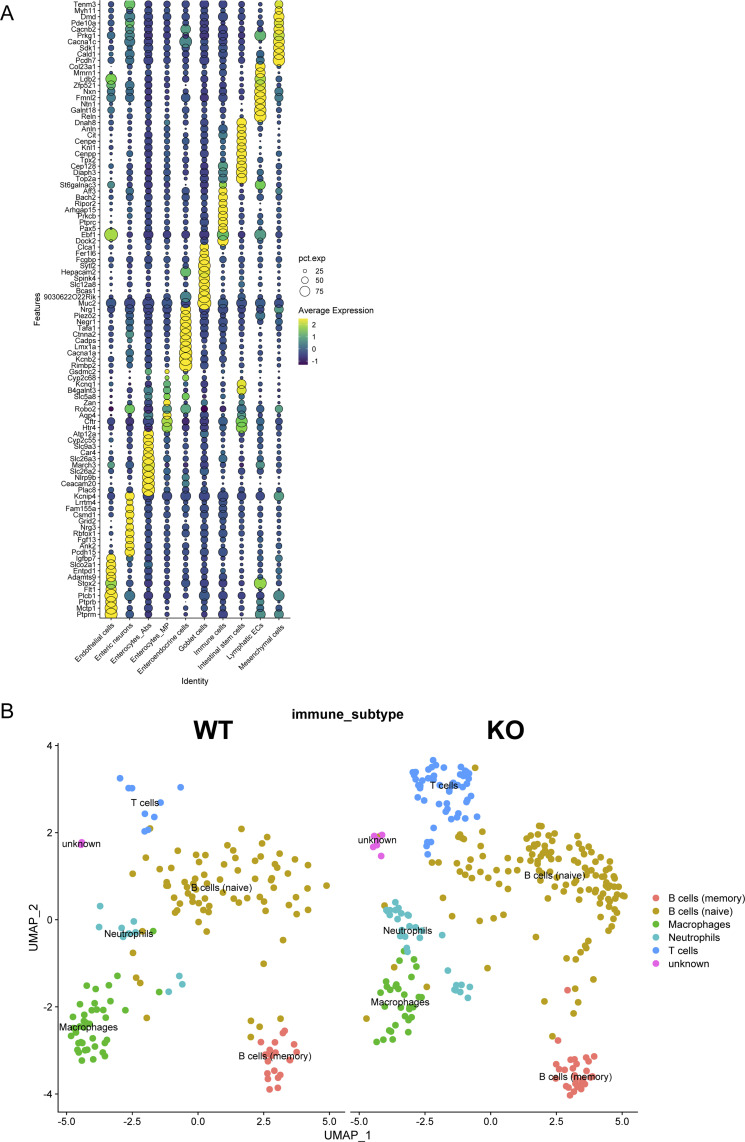
Marker genes reveal different cell types in the colon with the increased abundance of immune cells in the colon of mice lacking HIF-1α in NKp46+ cells. **(A)** Dot plot of top 10 marker genes (colored) of the corresponding cell types. **(B)** UMAP plot of the immune cell compartment with clustering of the different immune cell subtypes.

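Immune-like clusters held 159 nuclei or 3.26% (2.78 to 3.79%) of the WT library and 277 nuclei or 5.89% (5.24 to 6.60%) of the HIF-1α KO library, a log2 ratio of 0.86 (0.57 to 1.15). The ratio moved most, to 0.045, when each nucleus was assigned by its own marker score instead of by its cluster. Clustering of the immune-like nuclei alone gave 5 groups. T cell-like nuclei numbered 11 in the WT and 43 in the HIF-1α KO library, or 6.92% (3.50 to 12.0%) and 15.5% (11.5 to 20.3%) of the immune-like nuclei. One B cell-like group held 28 and 53 nuclei, and the other held 23 and 31. The remaining groups, of 46 and 79 nuclei and of 51 and 71 nuclei, met the naming rule for no immune cell type, and no group met it for innate lymphoid or natural killer cells. The group of 51 and 71 nuclei had its highest marker score for neutrophils. It stayed unnamed because another type had more markers among its leading genes. The subtypes were clustered under 1 setting only.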

**Figure 2.**
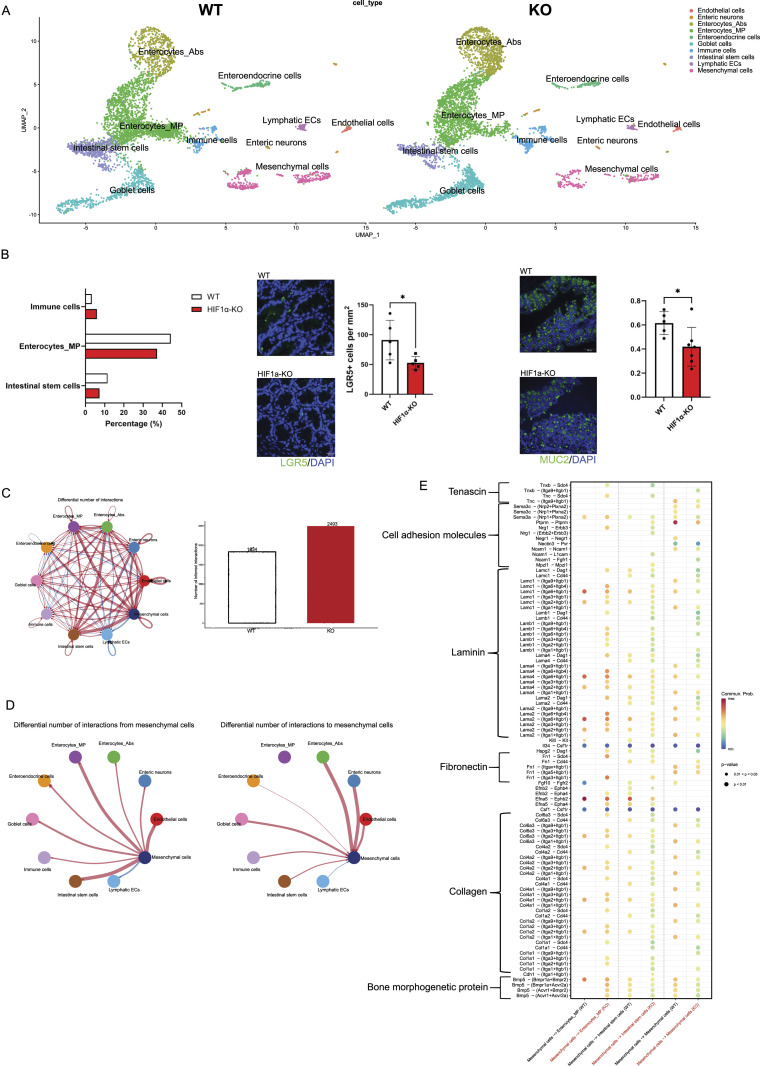
Single-nucleus RNA sequencing reveals a proinflammatory phenotype of HIF-1α KO mice with increased overall signaling. **(A)** UMAP plots and corresponding cell types of the whole colon tissue at the endpoint of WT and HIF-1α KO in NKp46+ cells. A total of 9,668 nuclei were analyzed. **(B)** Left: distribution of immune cells, mucus-producing enterocytes, and intestinal stem cells. Middle: representative images of immunofluorescent LGR5 staining (green) and DAPI (blue) on colon sections. Data were analyzed and calculated (cells per mm^2^). Right: representative images of immunofluorescent MUC2 staining (green) and DAPI (blue) on colon sections. Pooled data of two experiments; n KO ≥ 5, n WT = 5; data are mean values ± SD; *P < 0.05, two-tailed *t* test. **(C)** CellChat analysis of all cell types in the colon. Red arrows show increased, and blue arrows show decreased, signaling in the colon of HIF-1α KO. **(D)** Number of interactions from and toward mesenchymal cells. **(E)** Bubble plots of corresponding ligands–receptors from mesenchymal cells toward the mucus-producing enterocytes, intestinal stem cells, and the mesenchymal cell compartment of WT and HIF-1α KO mice. Pooled samples of n = 3 animals per group at the endpoint.

Next, we interrogated and compared the manifold putative communication pathways between the different non-immune cell compartments in a genotype-specific manner (Fig 2C, brown arrows depict enhanced, and blue arrows depict decreased, interactions in HIF-1α KO mice, respectively) using CellChat (Jin et al, 2021). We observed an increased number of inferred interactions in the absence of HIF-1α in NKp46^+^ cells (Fig 2C), and the frequency of interactions in the colon of HIF-1α KO mice involved particularly mesenchymal cells and endothelial cells, as well as enterocytes and intestinal stem cells in the epithelial cell compartment (Fig 2C, brown arrows for enhanced, and blue arrows for decreased, interactions in the colon HIF-1α KO mice, respectively). 

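CellChat was not run here. Instead, a list of 214 ligand-receptor pairs was tested in every combination of 10 classes as sender and receiver, which makes 21400 possible combinations. A combination counted as detected when the ligand and every receptor subunit each had a UMI in at least 25% of the nuclei of their class. Such a UMI can come from free RNA, so a detected combination does not show that both classes express the genes. The WT library had 819 detected combinations and the HIF-1α KO library 1545, a log2 ratio of 0.92. With classes drawn down to the same number of nuclei in both libraries, the HIF-1α KO library had more combinations in 20 of 20 draws. The number moved most, and its direction turned, with the number of UMIs per nucleus. After thinning of every nucleus to 1000 UMIs, which left out 0 WT and 63 HIF-1α KO nuclei, 158 combinations were detected in the WT and 149 in the HIF-1α KO library. After thinning to 500 UMIs the numbers were 35 and 30. With only genes counted whose CPM in the class was above that of the library, a setting against free RNA that was chosen after the data were seen, they were 354 and 595, and 65 and 59 after thinning to 1000 UMIs. Muc2 passed this comparison in goblet-like nuclei and in none of the other 9 classes.

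**Figure D2:**
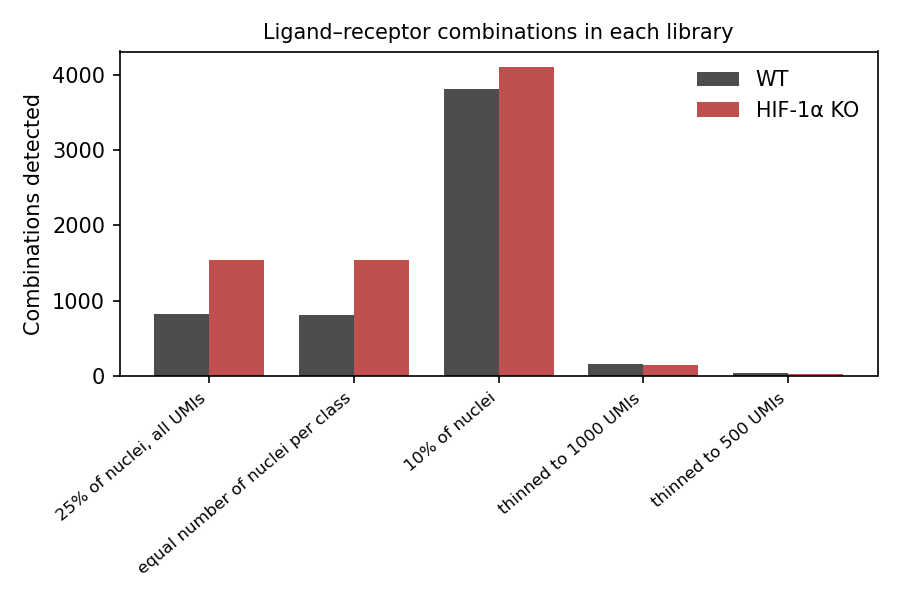
Number of detected ligand-receptor combinations in the WT and the HIF-1α KO library under each setting for the detection limit, depth and number of nuclei. Bars start at 0, and the HIF-1α KO library has 1545 combinations without thinning and 149 after thinning to 1000 UMIs.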

In the absence of HIF-1α in NKp46^+^ cells, the mesenchymal cells showed increased interactions with endothelial cells, as well as the intestinal stem cells and the enterocyte MP (Fig 2C and D), with the two latter ones being relatively depleted in the colon HIF-1α KO mice (Fig 2A). Therefore, we next interrogated the signaling pathways between those compartments in a genotype-specific manner. 

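From mesenchymal-like to endothelial-like nuclei, 24 combinations were detected in the WT and 49 in the HIF-1α KO library. To intestinal stem cell-like nuclei the numbers were 32 and 70, and to mucus-producing enterocyte-like nuclei 23 and 49. At equal depth of 1000 UMIs per nucleus, 2 and 3 combinations to endothelial-like nuclei were left, and 3 in both libraries to either epithelial class. With the detection limit lowered to 10% of nuclei at that depth, a setting chosen after the data were seen, the direction turned for endothelial-like receivers, with 53 combinations in the WT and 44 in the HIF-1α KO library. It also turned for stem cell-like receivers, with 46 and 39, but not for mucus-producing enterocyte-like receivers, with 38 and 41. With only genes counted whose CPM in the class was above that of the library, also chosen after the data were seen, the numbers without thinning were 20 and 31 to endothelial-like, 26 and 37 to stem cell-like and 9 and 32 to mucus-producing enterocyte-like nuclei.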

The enhanced signaling pathways from mesenchymal cells to intestinal stem cells and the enterocyte MP in the colon of HIF-1α KO mice dominantly comprised ligands and receptors of the bone morphogenetic pathway (BMP) and integrin signaling (Fig 2E). In addition, mesenchymal-to-mesenchymal cell communication was increased via CD44 signaling in the colon of HIF-1α KO mice. 

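Among the pairs of the BMP family, 8 combinations from mesenchymal-like nuclei to intestinal stem cell-like and mucus-producing enterocyte-like nuclei were detected in each library. Lowering the detection limit to 10% of nuclei gave 16 in each. Combinations with an integrin as the receptor numbered 22 in the WT and 58 in the HIF-1α KO library. Of these, 11 and 33 reached stem cell-like nuclei, and 11 and 25 reached mucus-producing enterocyte-like nuclei. At the lower limit the integrin combinations numbered 86 and 99. After thinning to 1000 UMIs per nucleus neither family had a detected combination at the 25% limit. Both changes together, a setting chosen after the data were seen, left 16 BMP combinations in the WT and 6 in the HIF-1α KO library, and 34 and 42 integrin combinations. With only genes counted whose CPM in the class was above that of the library, also chosen after the data were seen, 3 and 1 BMP and 10 and 42 integrin combinations were left without thinning. The ligand gene Bmp5 (ENSMUSG00000032179, chromosome 9 of GRCm38, 75775364 to 75900310), itself a naming marker of fibroblasts, had 426 (390 to 464) CPM in mesenchymal-like nuclei of the WT and 569 (520 to 623) of the HIF-1α KO library. The integrin gene Itgb4 (ENSMUSG00000020758, chromosome 11, 115974709 to 116008412) had 101 (88.2 to 114) and 126 (117 to 135) CPM in mucus-producing enterocyte-like nuclei, a log2 ratio of 0.32 (0.11 to 0.54).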

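The gene Cd44 (ENSMUSG00000005087, chromosome 2 of GRCm38, 102811141 to 102901665) had 166 UMIs in mesenchymal-like nuclei of the WT library and 152 in those of the HIF-1α KO library. This is 136 (116 to 159) and 181 (154 to 212) CPM, and the intervals overlapped, as did those of Sdc4 and Dag1, the other genes of this list. Across the 6 settings for gene levels the log2 ratio of Cd44 lay between 0.32 and 0.57. That of Sdc4 lay between −0.43 and −0.08, and that of Dag1 between −0.44 and −0.24. Within fibroblast-like nuclei, Cd44 was higher in the HIF-1α KO library, with 324 (268 to 388) against 212 (175 to 253) CPM. No combination with CD44 as the receptor was detected from mesenchymal-like to mesenchymal-like nuclei in the WT library, and 9 were detected in the HIF-1α KO library. Since a combination needs a UMI in a fixed share of nuclei, 1 receptor just above that share adds several combinations at once. When the share was lowered from 25% to 10% of nuclei, 13 combinations were detected in each library. With every nucleus thinned to 1000 UMIs, none was detected in either library at 25%. With thinning and the 10% limit together, a setting chosen after the data were seen, 11 were detected in the WT and 10 in the HIF-1α KO library. Other settings without thinning kept the difference. With equal numbers of nuclei per class the numbers were 0 and 9, with more in the HIF-1α KO library in 20 of 20 draws. They were also 0 and 9 with only genes counted whose CPM in the class was above that of the library. That setting was chosen after the data were seen, and with thinning added it gave 0 in both libraries.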

Of note, CD44 has been shown to promote organ fibrosis (Chen et al, 2017; Osawa et al, 2021) (Fig 2E). Therefore, we concluded that loss of HIF-1α in NKp46^+^ cells promotes aberrant signaling circuits involving BMP, as well as integrin signaling and the mesenchymal cell compartment as a major signaling hub, which eventually contributes to aggravated chronic colitis (Fig 1).

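Combinations with mesenchymal-like nuclei as sender or receiver numbered 296 in the WT and 515 in the HIF-1α KO library, a log2 ratio of 0.80. Combinations between the other classes rose by more, from 523 to 1030 or a log2 ratio of 0.98. Mesenchymal-like nuclei were the sender in 246 and 428 combinations and the receiver in 82 and 134. After thinning to 1000 UMIs per nucleus, 39 combinations in the WT and 44 in the HIF-1α KO library involved mesenchymal-like nuclei, and 119 and 105 did not. With the lower detection limit of 10% added, a setting chosen after the data were seen, 476 and 387 involved them. With only genes counted whose CPM in the class was above that of the library, also chosen after the data were seen, 153 and 248 involved them without thinning, and 201 and 347 did not. From the larger number of inferred interactions and the pathways that mesenchymal cells use, the paper concludes that loss of HIF-1α in NKp46+ cells promotes aberrant circuits of BMP and integrin signaling, with mesenchymal cells as a major hub, and that these contribute to the aggravated chronic colitis.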

### HIF-1α in NKp46^+^ cells limits myofibroblast expansion and intestinal fibrosis

Of note, BMP and integrin signaling are involved in the development of tissue fibrosis (Herrera et al, 2017). In the context of inflammatory bowel diseases and chronic colitis, one of the major complications is the development of intestinal fibrosis and reduced gut motility (Baumgart & Sandborn, 2007), owing to the expansion of profibrotic fibroblast subsets that deposit extracellular matrix components including collagens and fibronectin (Andoh et al, 2007). Given the enhanced signaling events toward the mesenchymal cell compartment in HIF-1α KO mice (Fig 2), this prompted us to analyze the single-nucleus RNA sequencing on the mesenchymal cell compartment across genotypes in a more detailed manner. In general, the mesenchymal cell compartment in the colon from HIF-1α KO mice showed an increased expression of the myofibroblast signature genes, *Acta2* (encoding for alpha-smooth muscle actin), *Des* (Desmin), *Fn1* (Fibronectin 1), *Postn* (Periostin), *Lamb1* (Laminin 1), *Eln* (Elastin), and *Col1a1* (Collagen 1) (Fig S3). 

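Mesenchymal-like nuclei comprised the fibroblast-like and smooth muscle-like clusters, with 1216506 UMIs in the WT and 839308 in the HIF-1α KO library. Acta2 (ENSMUSG00000035783, chromosome 19 of GRCm38, 34241090 to 34255590) rose from 261 (233 to 292) to 505 (458 to 556) CPM, a log2 ratio of 0.95 (0.74 to 1.16). Of the 7 genes it moved most under the other settings, to 0.67 after thinning of nuclei to 1000 UMIs. Acta2 UMIs were found in 30.3% of WT and 38.1% of HIF-1α KO nuclei, and in 4.93% and 3.47% of goblet-like nuclei, which should lack the gene and were deeper. Thinning reduced these shares to 17.8% and 21.3% of mesenchymal-like and 1.53% and 0.63% of goblet-like nuclei. Des (ENSMUSG00000026208, chromosome 1, 75360329 to 75368579) rose from 151 (130 to 175) to 422 (379 to 468) CPM, or by 1.48 (1.22 to 1.74) on the log2 scale. Fn1 (ENSMUSG00000026193, chromosome 1, 71585520 to 71653200) rose from 505 (466 to 546) to 846 (785 to 910.5), and Postn (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037) from 266 (238 to 297) to 416 (373 to 462). The intervals of the libraries overlapped for Lamb1 (ENSMUSG00000002900, chromosome 12, 31265234 to 31329644), with 208 and 192 CPM, and for Eln (ENSMUSG00000029675, chromosome 5, 134702593 to 134747323), with 149 and 153. Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) was lower in the HIF-1α KO library, with 143 (119 to 171) against 214 (188 to 241) CPM and a log2 ratio of −0.58 (−0.90 to −0.26). The median log2 ratio of the 7 genes was 0.64. The paper shows these genes as raised in the same libraries, so a high place among random lists would follow from this choice and is not given. Over the 15 genes of the mesenchymal list in the paper's methods, 7 were higher, 1 was lower and 7 overlapped, with a median of 0.10 at percentile 62.6 of 10000 random gene lists of the same size and expression.

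**Figure D3:**
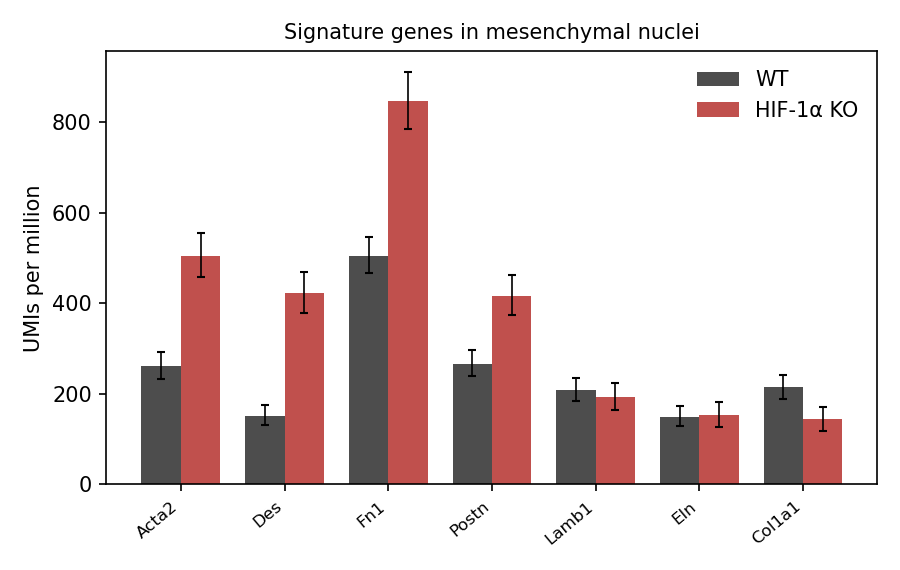
CPM of the 7 signature genes in mesenchymal-like nuclei of the WT and the HIF-1α KO library, with exact 95% Poisson intervals as lines. Acta2, Des, Fn1 and Postn are higher in the HIF-1α KO library, Lamb1 and Eln overlap, and Col1a1 falls from 214 to 143.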

Next, clustering of mesenchymal cells across both genotypes revealed 10 distinct clusters based on transcript signatures (Fig 3A and B), with four subclusters in the fibroblast population (termed Fibro 1, 2, 3, and 4) and eight subclusters in the smooth muscle cell subset (termed SMC 1, 2, 3, 4, 5, 6, 7, and 8) (Fig 3A and B). 

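Mesenchymal-like nuclei, 505 in the WT and 252 in the HIF-1α KO library, were clustered again without the 15 genes of the mesenchymal list and without Col1a2, Adamts3 and Adamts9, so that these genes could not define the groups compared. This gave 8 subclusters, of which 4 were fibroblast-like and 4 smooth muscle-like by the class of most of their nuclei. When each subcluster was instead named by its own markers against all other nuclei, a setting chosen after the data were seen, the small subcluster 6, with 20 WT and 8 HIF-1α KO nuclei, became smooth muscle-like, which gave 3 and 5. With those genes included there were also 8 subclusters. A resolution of 0.5 gave 7 subclusters, with 3 fibroblast-like ones, and clustering without integration gave 3 fibroblast-like and 5 smooth muscle-like ones. The smallest subcluster, smooth muscle-like subcluster 7, was led by epithelial genes and had median depths of 5598 and 7222 UMIs.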

Mesenchymal cells in the colon of WT and HIF-1α KO mice showed a distinct distribution across the fibroblast and SMC clusters with a relative shift from smooth muscle cells toward the fibroblast compartment in HIF-1α KO mice as displayed in Fig 3C. 

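Fibroblast-like nuclei made up 45.7% (41.3 to 50.2%) of the mesenchymal-like nuclei in the WT and 48.4% (42.1 to 54.8%) in the HIF-1α KO library. The log2 ratio was 0.08 (−0.25 to 0.40), so a shift was not detectable with these numbers of nuclei. Across the 7 other settings the ratio lay between −0.12 and 0.15. With each subcluster named by its own markers against all other nuclei, a setting chosen after the data were seen, they numbered 206 of the 505 and 111 of the 252 nuclei, a log2 ratio of 0.11 (−0.24 to 0.45).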

In the colon of WT mice, mesenchymal cells clustered differentially in the fibroblast clusters 1 and 4 (38.7% versus 38.2% and 15.1% versus 25.5% in HIF-1α KO) and the SMC clusters 2 and 5 (26.9% versus 20% and 12% versus 8.2% in HIF-1α KO), whereas in HIF-1α KO mice, mesenchymal cells were predominantly represented in the fibroblast clusters 2 and 3 (19.8% versus 39.6% and 7.5% versus 15.6% in WT) and the SMC clusters 4 and 6 (13.4% versus 14.9% and 6.2% versus 1.3% in WT) (Fig 3C). 

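The 4 fibroblast-like subclusters held 14.3%, 14.5%, 12.1% and 3.96% of the mesenchymal-like nuclei of the WT library, and 19.4%, 11.1%, 13.5% and 3.17% of those of the HIF-1α KO library. The 4 smooth muscle-like subclusters held 25.9%, 14.1%, 12.1% and 3.17% in the WT and 23.4%, 12.3%, 12.7% and 4.37% in the HIF-1α KO library. Their numbering is not that of the paper. The largest rise among the fibroblast-like ones was that of subcluster 1, with a log2 ratio of 0.45 (−0.11 to 0.99). No subcluster had an interval of its log2 ratio that left out 0. Without integration, 1 fibroblast-like subcluster had a higher share in the HIF-1α KO library, with 22.4% and 31.0% and a log2 ratio of 0.47 (0.03 to 0.90), and 1 smooth muscle-like subcluster had a lower share, with 15.8% and 4.37% and a log2 ratio of −1.86 (−2.92 to −0.94). A smooth muscle-like subcluster, led by epithelial genes in the comparison with other mesenchymal-like nuclei, also had a higher share there, at 0.75 (0.20 to 1.30).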

Of note, the fibroblast cluster 2 and SMC clusters 4 and 6, which are more abundant in the colon of HIF-1α KO mice, are characterized by a high expression of several genes involved in extracellular structure matrix organization and connective tissue development including *Col1a1*, *Col1a2*, *Col3a1*, *Adamts3*, *Adamts9*, *Fn1*, *Postn* (Fig 3B and D). Hence, loss of HIF-1α In NKp46^+^ cells resulted in the enrichment of potentially fibrogenic cells in the fibroblast and SMC compartment.

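The summed UMIs of Col1a1, Col1a2, Col3a1, Adamts3, Adamts9, Fn1 and Postn were compared between the subclusters. Among fibroblast-like subclusters they were most frequent in subcluster 3, with 3795 (3541 to 4063) CPM in the WT and 4026 (3678 to 4397) in the HIF-1α KO library, followed by subcluster 4 with 3005 and 3686. Among smooth muscle-like subclusters they were most frequent in subcluster 2 over both libraries together, with 1931 (1741 to 2136) CPM in the WT and 2950 (2645 to 3281) in the HIF-1α KO library. Subcluster 5 had 1982 (1762 to 2221) and 2075 (1869 to 2297) CPM, so in the WT library the intervals of these subclusters overlapped. Over all smooth muscle-like nuclei, 2 of these genes were called higher in the HIF-1α KO library, namely Fn1 with a log2 ratio of 0.72 (0.54 to 0.90) and Postn with 0.60 (0.31 to 0.89). Adamts9 (ENSMUSG00000030022, chromosome 6 of GRCm38, 92772699 to 92943492) was lower, with 59 UMIs in the WT and 7 in the HIF-1α KO library.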

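Over both libraries together, the fibroblast-like subcluster with the most UMIs of the 7 matrix genes in CPM, subcluster 3, had a log2 ratio of its shares between the libraries of −0.38 (−1.06 to 0.27), with 73 WT and 28 HIF-1α KO nuclei. For the smooth muscle-like subcluster with the most such UMIs, subcluster 2, it was −0.19 (−0.85 to 0.44), with 71 and 31 nuclei. The next ones in this order were fibroblast-like subcluster 4, at 0.16 (−0.49 to 0.79) with 61 and 34 nuclei, and smooth muscle-like subcluster 5, at 0.07 (−0.59 to 0.71) with 61 and 32 nuclei. A change in the share of any of the 4 was not detectable with these numbers. The ratio of the leading fibroblast-like subcluster was −0.18 with the list genes among the features, −0.17 at a resolution of 0.5 and −0.38 without integration, and that of the leading smooth muscle-like one −0.08, −0.22 and −0.16. Without integration the next fibroblast-like subcluster in this order had a ratio of 0.47 (0.03 to 0.90) and the next smooth muscle-like one −1.86 (−2.92 to −0.94), and these intervals leave out 0.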

**Figure S3.**
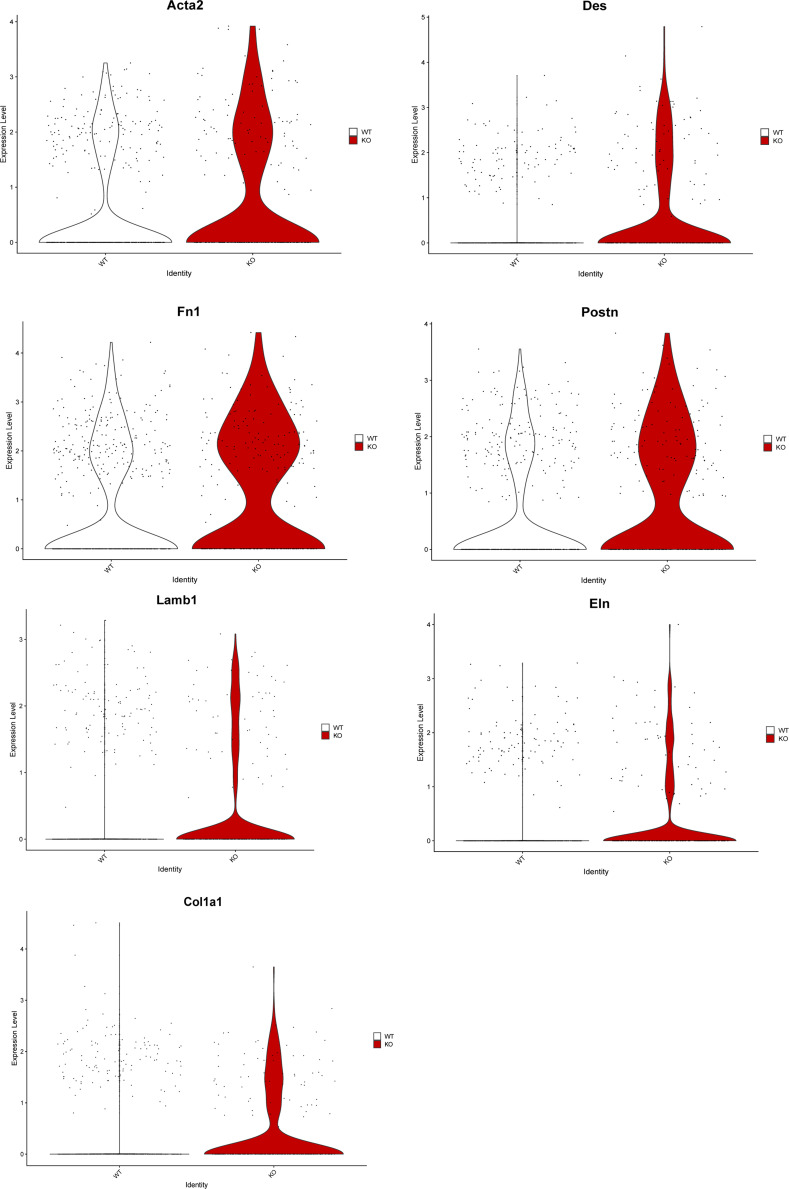
Increased profibrotic signature in single-nucleus RNA sequencing in mesenchymal cells in the colon of HIF-1α KO in NKp46+ cells. Violin plots with profibrotic genes and myofibroblast markers in mesenchymal cells. Pooled samples of n = 3 animals per group at the endpoint.

**Figure 3.**
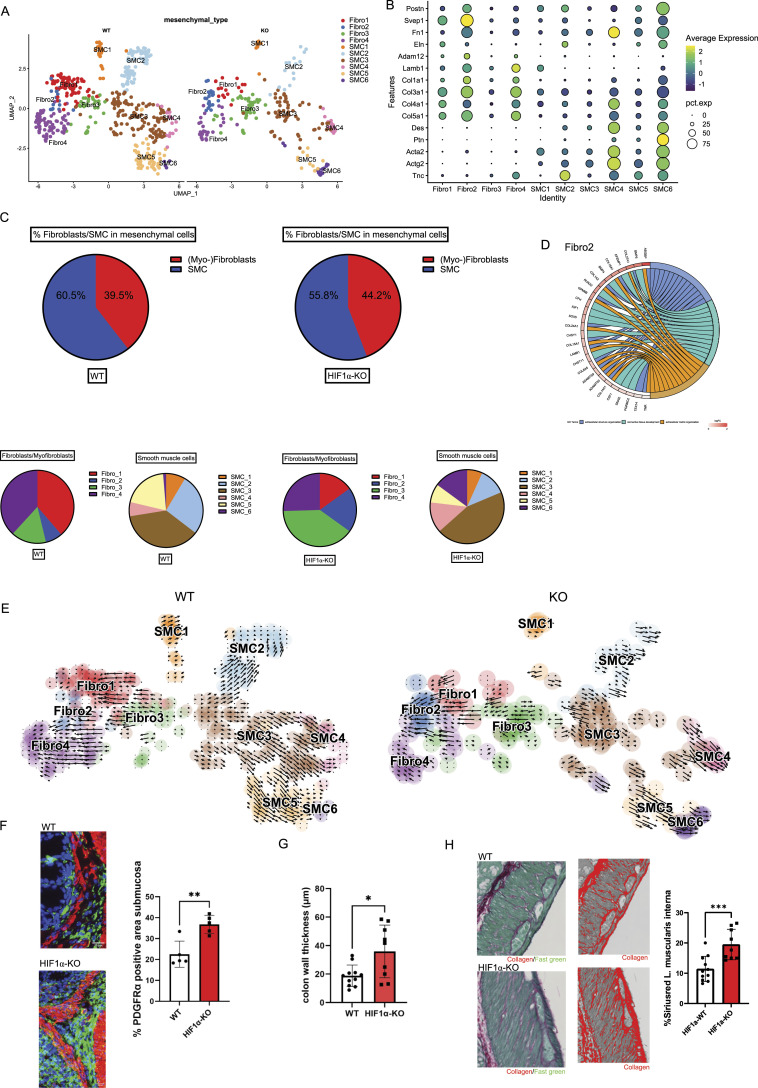
Single-nucleus RNA sequencing reveals an increased frequency of profibrotic (myo)fibroblast subsets and histological increased collagen deposition in the lamina muscularis in mice colon lacking HIF-1α in NKp46+ cells. **(A)** UMAP plots of mesenchymal cells zoom in with different fibroblast and smooth muscle cell subsets. **(B)** Dot plot of profibrotic gene and myofibroblast marker expression for each subset. **(C)** Top: the abundance of fibroblasts and smooth muscle cells in % of mesenchymal cells of HIF-1α KO (right) and WT (left). Bottom: the relative abundance of the different subsets of fibroblasts and smooth muscle cells. **(D)** GO terms and associated genes for subset Fibro 2. **(E)** RNA velocity analysis of mesenchymal cell comparison between HIF-1α KO (right) and WT (left). **(F)** Representative images and analysis of PDGFR-a+ area in the submucosa of WT and HIF-1α KO colon sections. **(G)** Analysis of average fibrotic thickness of WT and HIF-1α KO colon sections. Pooled data of two experiments; n KO = 5, n WT = 5; data are mean values ± SD; *P < 0.05, two-tailed *t* test. **(H)** Left: representative images of Sirius Red/Fast Green–stained lamina muscularis sections and enhanced collagen signal. Right: analysis of % Sirius Red–positive area in the lamina muscularis of the colon of HIF-1α KO and WT mice at the endpoint. Pooled data of three experiments; n WT ≥ 11, n KO ≥ 7; data are mean values ± SD; *P < 0.05 and ***P < 0.001, two-tailed *t* test.

To investigate the relationship between these clusters, we performed RNA velocity analysis (La Manno et al, 2018) (Fig 3E). This revealed two main trajectories, along which mesenchymal cells in the colon of WT and HIF-1α KO NKp46^+^ progressed differentially. Within the fibroblast populations, the trajectory, which was dominant in WT mice, leads through the clusters Fibro 3 toward Fibro 1 and 4. In contrast, the trajectory that showed abundance in HIF-1α KO mice leads to Fibro 2 (Fig 3E). For the SMC compartment, the trajectory in WT mice leads preferentially through the cluster SMC 3 toward SMC 2 and 5, whereas the trajectory in HIF-1α KO mice dominantly leads through the cluster SMC 3 toward SMC 4 and 6 (Fig 3E). Therefore, we concluded that loss of HIF-1α in NKp46^+^ promotes a microenvironment that facilitates the expansion of fibrogenic fibroblast and SMC subsets. This further corroborated immunostainings for alpha-SMA and PDGFR-alpha on colon sections. As shown in Fig 3F, the submucosa of HIF-1α KO mice showed an increase in the PDGFR-alpha+ area along with increased thickness of the colon wall (Fig 3G). Finally, Sirius Red staining on colon tissues from WT and HIF-1α KO mice at the endpoint after chronic DSS exposure to detect the collagen distribution and the tunica muscularis of HIF-1α KO mice shows increased collagen deposition (Fig 3H). This suggests that the relative abundance of fibrogenic mesenchymal subsets upon loss of HIF-1α in NKp46^+^ cells facilitates intestinal fibrosis.

## Discussion

In summary, our data suggest that HIF-1–mediated ILC1 activation protects against excessive inflammation and the development of fibrosis during chronic intestinal damage. In our previous report (Krzywinska et al, 2022), loss of HIF-1α in NKp46^+^ leads to less severe acute colitis and weight loss after a single exposure to a high (3%) dose of DSS, owing to a reduced frequency of proinflammatory ILC1s and the relative abundance of protective NKp46^+^ ILC3s (Krzywinska et al, 2022). In contrast, in the current study, HIF-1α KO mice do not show a significantly reduced disease activity index after the first DSS exposure in the chronic colitis model (Fig 1A). However, it is important to point out that the chronic colitis model with repetitive exposure is carried out with 2% DSS, a dose that in our hands does not induce massive acute weight loss (data not shown) but allows us to study colitis and fibrogenesis in a chronic setting over an extended time frame. Therefore, the impact of HIF-1α in NKp46^+^ on intestinal damage might not become apparent upon the first exposure to a more modest dose in the chronic DSS model. Surprisingly, in the chronic colitis setting, HIF-1α KO mice show enhanced disease activity and intestinal damage (Fig 1A and B), despite a reduction in proinflammatory ILC1s (Fig 1C). This seems counterintuitive, as the severity of colitis is usually linked to the amplitude of type 1 inflammation (Neurath, 2019). However, the relative depletion of tissue-resident ILC1s and the reduced mRNA expression of the ILC1 signature cytokine Ifng in the colon of HIF-1α KO mice (Fig 1C and D) are in turn associated with increased infiltration of proinflammatory neutrophils (Fig 1E). It is therefore tempting to speculate that suppression of ILC1s, as the first line of acute and tissue-resident type 1 inflammation, may ameliorate acute colitis, yet lead to an “overshooting” type 1 immune response by enhanced infiltration of immune cells from the circulation and aggravated disease in the setting of chronic colitis. Our observations are, however, in line with various studies, showing that genetic or pharmacologic HIF stabilization in gut epithelial cells is protective against mucosal damage (Tambuwala et al, 2010, 2015). Likewise, pharmacologic HIF activation has been shown to be antifibrotic in chronically inflamed tissues (Steiner et al, 2022).

ILCs are highly plastic, and ILC subsets can interconvert in response to cytokines (Colonna, 2018). Notably, ILC3 plasticity has been demonstrated in mice and humans and NKp46^+^ ILC3s can convert into IFN-γ–producing NKp46^+^ ILC1s in response to IL-12 (Vonarbourg et al, 2010; Bernink et al, 2015; Forkel & Mjösberg, 2016). It is noteworthy that ILC3-to-ILC1 skewing in response to the cytokine IL-12 with increased levels of IFN-γ has been recognized as a pathogenic event during inflammatory bowel disease (Bernink et al, 2015; Forkel & Mjösberg, 2016). We have previously demonstrated in the context of acute colitis that loss of HIF-1α in NKp46^+^ cells prevents ILC3-to-ILC1 conversion, and confers protection against acute intestinal damage (Krzywinska et al, 2022). The ILC phenotype in the gut depends on exogenous cytokines and ILC-intrinsic RORγt/T-bet gradients, and we have demonstrated that the hypoxic response in NKp46^+^ cells drives acute phenotypic ILC changes in a HIF-1α–dependent manner. In the context of acute intestinal damage, HIF-1α contributes to T-bet expression and the ILC1 state, whereas loss of HIF-1α favors an increased RORγt/T-bet gradient and an ILC3 phenotype by direct transcriptional control of T-bet by HIF-1α (Krzywinska et al, 2022). Although we did not investigate ILC plasticity in detail in this study, the persistent relative depletion of ILC1s in HIF-1α KO mice after chronic DSS exposure suggests that the absence of HIF-1α in NKp46^+^ cells results in a sustained shift in the ILC1/ILC3 ratio. Yet, in contrast to acute DSS exposure, where a reduced ILC1/ILC3 ratio in HIF-1α KO mice is protective, in the context of chronic colitis, loss of HIF-1α in NKp46^+^ cells and prolonged reduction in ILC1s are associated with intestinal fibrosis.

In addition, we observe the abundance of putative fibrogenic mesenchymal subsets and intestinal fibrosis upon loss of HIF-1α in NKp46^+^ cells (Fig 3). Although the link between inflammation and intestinal fibrosis is less straightforward, as anti-inflammatory therapies ameliorate inflammation but do not appear to treat the fibrotic component (Rieder et, 2017), certain immune cell subsets are associated with the development of fibrosis; namely, macrophages can play an important role during fibrogenesis, owing to their plasticity and the ability to adopt different phenotypes depending on the microenvironmental challenges (Wynn & Vannella, 2016). For instance, the appearance and abundance of M2- versus M1-polarized macrophages have been typically associated with repair processes and scar formation (Sica & Mantovani, 2012). However, with regard to fibrogenic action, it has been shown that classifying macrophage populations by differential Ly6C expression can be more accurate than the M1/M2 classification to discern profibrotic macrophage phenotypes in vivo and in a tissue-dependent context (Ramachandran et al, 2012). Consistently, we observe an increase in Ly6C^hi^ macrophages upon HIF-1α deficiency in NKp46^+^ cells, whereas the abundance of M1/M2 macrophages is comparable across genotypes (Fig 1E and F). It is noteworthy that despite increased intestinal fibrosis in HIF-1α KO mice, we did not detect massive expansion of the mesenchymal cell compartment. Instead, we observe a shift from smooth muscle cells toward the fibroblasts within the mesenchymal cell compartment and trajectory analysis indeed suggests that smooth muscle cells increasingly acquire a fibroblast phenotype in the colon of HIF-1α KO mice (Fig 3). 

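Mesenchymal-like nuclei made up 10.3% (9.50 to 11.2%) of the WT library and 5.36% (4.73 to 6.04%) of the HIF-1α KO library. The log2 ratio of the mesenchymal-like shares was −0.95 (−1.17 to −0.73), and it lay between −1.40 and −0.95 across the 7 other settings.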

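As a share of all nuclei, smooth muscle-like nuclei fell from 5.61% (274 nuclei) in the WT to 2.76% (130 nuclei) in the HIF-1α KO library, a log2 ratio of −1.02. Fibroblast-like nuclei fell from 4.73% (231 nuclei) to 2.59% (122 nuclei), a log2 ratio of −0.87. RNA velocity needs spliced and unspliced counts, which were not analysed here.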

Although this would need to be formally demonstrated, for example, by lineage tracing, this hypothesis is in line with previous reports on the plasticity of mesenchymal cells in the context of inflammatory bowel disease (Li & Kuemmerle, 2014). Moreover, the fibrosis in the colon of HIF-1α KO mice dominantly occurs in the tunica muscularis and it is tempting to speculate that loss of smooth muscle cells at the expense of fibroblasts within the muscular layer might also contribute to reduced gut motility in the context of chronic colitis and intestinal fibrosis. HIF-1α deficiency in NKp46^+^ cells results in enhanced signaling along the BMP and the integrin pathway (Fig S3). 

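A list of 10 BMP ligand and receptor genes and a list of 10 integrin genes, written before the values were seen, were compared gene by gene. In mesenchymal-like nuclei 9 of the BMP genes had at least 50 UMIs in the libraries together, of which 1 was higher and 3 were lower in the HIF-1α KO library. The higher one was the ligand gene Bmp5, with a log2 ratio between 0.33 and 0.42 across the 6 settings for gene levels. The lower ones were Bmp2 (ENSMUSG00000027358), Bmp4 (ENSMUSG00000021835) and Bmpr2 (ENSMUSG00000067336), with log2 ratios of −1.14 (−1.83 to −0.49), −0.59 (−0.97 to −0.22) and −0.34 (−0.58 to −0.10). The median log2 ratio of the BMP genes was 0.05, at percentile 45.5 of 10000 random lists. Of the 10 integrin genes in mesenchymal-like nuclei, 2 were higher and 1 was lower. Itga5 (ENSMUSG00000000555, chromosome 15 of GRCm38, 103344286 to 103366763) rose from 243 (216 to 272) to 635 (582 to 691) CPM, Itga1 (ENSMUSG00000042284) had a log2 ratio of 0.63 (0.47 to 0.79), and Itga8 (ENSMUSG00000026768) fell by 1.00 (0.27 to 1.79) on the log2 scale. The median of the integrin genes was 0.14 in mesenchymal-like, 0.12 in mucus-producing enterocyte-like and 0.20 in stem cell-like nuclei, at percentiles 75.7, 68.8 and 75.1. In mucus-producing enterocyte-like nuclei the receptor gene Acvr2a was lower, with a log2 ratio of −0.39 (−0.58 to −0.19).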

Of note, both pathways and their mutual interaction (Ashe, 2016) represent major profibrotic signaling hubs that drive fibroblast expansion across multiple organs (Henderson & Sheppard, 2013; Henderson et al, 2020). In line with this, the colon of HIF-1α KO mice is characterized by the abundance of fibroblasts with an enhanced expression of a profibrotic gene signature, including *Col1a1*, *Col1a2*, *Col3a1*, *Adamts3*, *Adamts9*, *Fn1*, *Postn* (Figs 3 and S3), and increased collagen deposition (Fig 3).

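In fibroblast-like nuclei, Fn1 and Postn were higher in the HIF-1α KO library, with log2 ratios of 0.71 (0.38 to 1.04) and 0.69 (0.33 to 1.04). Col1a1 was lower, with 361 (312 to 414) CPM in the WT and 214 (169 to 267) in the HIF-1α KO library. The intervals overlapped for Col1a2 (ENSMUSG00000029661, chromosome 6 of GRCm38, 4504814 to 4541544), with 576 and 568 CPM, and for Col3a1 (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706), with 1062 (978 to 1151) and 1205 (1095 to 1323). They also overlapped for Adamts3 (ENSMUSG00000043635, chromosome 5, 89677087 to 89883334), with 56 and 23 UMIs, and for Adamts9, with 95 and 65 UMIs. The calls were the same with subclusters named by their own markers against all other nuclei, a setting chosen after the data were seen, with Col1a1 at −0.71 (−1.11 to −0.33). The median log2 ratio of all genes in fibroblast-like nuclei was 0.08, which scaling with edgeR's TMM factors moved to −0.04. Of the 7 genes, 4 had a ratio above 0, and 3 did with the TMM factors or with DESeq2's size factors. Their median of 0.07 lay at percentile 46.9 of random lists. No collagen deposition was measured in these data.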

Taken together, our results identify HIF-1α in NKp46^+^ cells as a double-edged sword and a critical nexus that orchestrates type 1 inflammation during acute colitis versus profibrotic responses in the context of chronic colitis. In this conceptual framework, adequate type 1 inflammation driven by HIF-1α in tissue-resident ILC1s is detrimental during acute colitis (Krzywinska et al, 2022). Yet, in the context of chronic colitis, HIF-1α in ILC1s counteracts excessive recruitment of proinflammatory neutrophils and Ly6C^hi^ macrophages during chronic colitis, whereas loss of HIF-1α in NKp46+ ILCs results in increased intestinal fibrosis.

## Materials and Methods

### Animal models

The specific loss of HIF-1α in NKp46-expressing cells was accomplished by breeding mice with the HIF-1α gene surrounded by loxP sites with mice carrying the Cre recombinase enzyme under the control of the NKp46 promoter. Mice carrying the Cre recombinase are termed as HIF-1α KO, WT mice as WT. 8- to 12-wk-old mice were treated with 2% DSS in autoclaved and distilled drinking water. The treatment lasted for 3 d, followed by 4 d of the recovery phase with regular drinking water. This cycle was repeated four times. Weight and test for occult fecal blood have been recorded every 2nd d. All animal experiments were approved by the local animal ethics committee (Kantonales Veterinäramt Zürich in Switzerland) and performed according to local guidelines and the animal protection laws.

### Isolation of lamina propria cells

Colon without cecum and rectum of 8- to 12-wk-old mice were flushed with PBS, and adipose visceral tissue was removed. The colon was sliced longitudinally, and the luminal side was exposed. Feces were now removed by flushing with PBS. Colon pieces were stored in HBSS containing 2% FBS and 10 mM Hepes at 4°C until beginning with further dissociation. Epithelial cells were removed by rocking for 20 min at 37°C at 1.43*g* (80 rpm) in 5 mM dithiothreitol in HBSS containing 10 mM Hepes and 2% FBS. After incubation, colon pieces were washed with HBSS containing 10 mM Hepes, 2% FBS, and 5 mM EDTA. Samples were incubated for 15 min at 37°C with shaking at 1.43*g* (80 rpm). EDTA washing step was repeated twice. After the last washing step, colons were cut into small pieces using blunt-ended scissors and incubated in HBSS containing 100 μg/ml Liberase and 30 μg/ml DNase in 37°C with shaking at 7.25*g* (180 rpm) for 30 min. After incubation, tissues were further dissociated in gentleMACS Dissociator running the protocol “intestine.” After dissociation, cells were filtered through a 100-μm cell strainer and centrifuged (O’Leary et al, 2021). The cell pellets were resuspended in PBS containing 2% FBS and 2 mM EDTA (FACS buffer). All centrifugations were performed using the Thermo Fisher Scientific TX-1000 rotor (75003017; Thermo Fisher Scientific).

### Flow cytometry

100 μl of lamina propria single-cell suspension was transferred to a 96-well plate. Cells were stained for 10 min at 4°C with CD16/32 in FACS buffer to prevent unspecific binding. Surface stainings, including Live/Dead marker, for ILCs and myeloid cells (Table 1) were done in FACS buffer for 20 min at 4°C. After surface staining, transcription factor and intracellular stainings were achieved using the Foxp3/transcription factor staining kit according to the manufacturer’s instructions. The acquisition was performed on a BD FACSymphony 5L. Analysis was performed with FlowJo.

**Table 1.** Materials.

Reagent	Source or supplier	Catalog number
Animals		
C57BL/6J	Charles River/JAXTM	N/A
Antibodies		
FITC anti-mouse CD11c	BioLegend	117306
FITC anti-mouse CD19	BioLegend	152404
FITC anti-mouse Ly6G	BioLegend	127606
FITC anti-mouse TER119	BioLegend	116206
FITC anti-mouse TCR-β	BioLegend	109206
FITC anti-mouse TCR-γ/δ	BioLegend	118106
APC anti-mouse RORγt	eBioscience	17-6981-82
Alexa Fluor 700 anti-mouse CD45	BioLegend	103128
APC-eFluor 780 anti-mouse CD90.2 (Thy-1.2)	eBioscience	47-0902-82
Brilliant Violet 421 anti-mouse CD127	BioLegend	135024
LIVE/DEAD Fixable Aqua Dead Cell Stain Kit	Invitrogen	L34957
Brilliant Violet 785 anti-mouse T-bet	BioLegend	644835
BUV395 anti-mouse NK-1.1	BD Biosciences	564144
BUV737 anti-mouse CD49b	BD Biosciences	741752
BUV805 anti-mouse CD49a	BD Biosciences	741976
PE-eFluor 610 anti-mouse EOMES	eBioscience	61-4875-82
PE/Cyanine7 anti-mouse NKp46	BioLegend	137618
Alexa Fluor 488 anti-mouse CD8a	BioLegend	100723
APC anti-mouse Ly6C	eBioscience	17-5932-82
BUV395 anti-mouse CD4	BD Biosciences	565974
V450 anti-mouse Ly6G	BD Biosciences	560603
PE-Cy 7 anti-mouse CD11b	BD Biosciences	552850
PE anti-mouse Siglec-F	BioLegend	155505
PE/Cyanine5 anti-mouse TCRβ	BioLegend	109210
PE anti-mouse F4/80	BioLegend	123110
PerCP-eFluor 710 anti-mouse iNOS	eBioscience	46-5920-82
FITC anti-mouse CD206	BioLegend	141703
Purified anti-mouse CD16/32	BioLegend	101302
Chemicals, enzymes, and other reagents		
PBS	Thermo Fisher Scientific	10010015
RPMI	Thermo Fisher Scientific	21870-076
FBS	Thermo Fisher Scientific	10500064
Hepes	Thermo Fisher Scientific	15630080
Dithiothreitol	Thermo Fisher Scientific	R0861
EDTA	Thermo Fisher Scientific	15575020
HBSS with Ca/Mg	Thermo Fisher Scientific	24020117
HBSS without Ca/Mg	Thermo Fisher Scientific	14170088
DNase	Roche	10104159001
Liberase	Roche	5401127001
Sirius Red	Sigma-Aldrich	365548
Fast Green	Merck	1.04022.0025
DPX mounting medium	Sigma-Aldrich	06522
Dextran sulfate sodium salt, MW 40,000	Thermo Fisher Scientific	J63606
Foxp3/Transcription Factor Staining Buffer Set	eBioscience	00-5523-00
RNeasy Mini Kit	QIAGEN	74106
High-Capacity cDNA Reverse Transcription Kit	Applied Biosystems	4368814
Software		
GraphPad Prism 10	https://www.graphpad.com/	
ImageJ	https://imagej.net/	
FlowJo	https://www.flowjo.com	
Other		
hemoCARE Guajak-Test	CARE diagnostica	005031
GentleMACS Dissociator	Miltenyi Biotec	
LightCycler 96	Roche	

### Histology

Cleaned colon pieces were fixed for 24 h in 4% PFA at 4°C. After fixation, samples were embedded in paraffin and cut in slides with 5 µm thickness. Slides were deparaffinized using an automatic deparaffinator (Pathisto A-2). To investigate the degree of fibrosis, samples were stained with Sirius Red/Fast Green and Mayer’s hematoxylin and eosin staining. Images were acquired using a Zeiss Axioscan slide scanner. Images were quantified using ImageJ v.1.54f software. For the histological degree of inflammation and damage, 4 features were determined: severity of inflammation (score 0–3), extent of inflammation (score 0–3), crypt damage (score 0–4), and percentage involvement (score 0–4); the first three parameters were multiplied by their percentage involvement (Tambuwala et al, 2010).

### Immunofluorescence

FFPE samples were deparaffinized as described above. After deparaffinization, antigen retrieval was performed in citrate buffer (C9999; Sigma-Aldrich) using a heat-induced method in Microwave Histoprocessor Histos Pro (Milestone). After cooling down, samples were washed with PBS. Blocking was achieved using blocking buffer containing 2% goat serum in PBS containing 0.05% Tween-20 for 1 h at RT. After blocking, slides were washed and mounted with primary antibody at 4°C overnight. The primary antibodies used were as follows: anti-LGR5 (1:100, PA5-23000; Invitrogen), anti-MUC2 (1:100, PA5-21329; Invitrogen), anti-PDGFRa (1:50, ab203491; Abcam). After primary antibody incubation, cells were incubated for 1 h at RT with secondary antibody (1:500, A11034; Invitrogen) in blocking buffer. For double staining, slides were stained with anti-alpha-smooth muscle actin (1:1,000, C6198; Sigma-Aldrich) at RT for 3 h. After the second primary antibody incubation, slides were incubated with DAPI for nuclear staining (1915865; Thermo Fisher Scientific) at 1 μg/ml in PBS for 10 min. After nuclear staining, slides were incubated with 0.1% Sudan black in 70% ethanol and mounted with a DPX mounting medium. Pictures were taken by a DMI 6000B microscope (Leica) and analyzed and quantified with ImageJ v.1.54f.

### qRT-PCR

Frozen parts of distal colon were homogenized in RLT buffer (QIAGEN). RNA was extracted using RNeasy Mini Kit (QIAGEN) following the manufacturer’s instructions. Reverse transcription was achieved using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). For qRT-PCR, 10 ng cDNA with SYBR Green I Master Mix (Roche) was used. PCR conditions were as follows: 95°C for 10 min followed by 45 cycles of 95°C for 15 s and 60°C for 1 min. Data were normalized to 16s (primers: *16s*: forward primer, 5′-AGA TGA TCG AGC CGC GC-3′; reverse primer, 5′-GCT ACC AGG GCC TTT GAG ATG GA-3′; *IFN-γ*: forward primer, 5′-TCA AGT GGC ATA GAT GTG GAA GAA-3′; reverse primer, 5′-TGG CTC TGC AGG ATT TTC ATG-3′).

### Single-nucleus RNA-seq and data analysis

To isolate single nuclei from mouse colon, Sigma-Aldrich’s Nuclei EZ Prep Kit (Cat #NUC-101; Sigma-Aldrich) was used. Briefly, snap-frozen mouse colon samples were firstly cut into 2-mm pieces, homogenized using gentleMACS Dissociator (m_intestine_01 mode 2x, C Tubes) in 4 ml of ice-cold EZ Prep buffer (supplemented with 0.2 U/μl RNase inhibitor, #2313A; Clontech), and incubated on ice for 5 min. Subsequently, nuclei were filtered through 20-μm Pre-Separation Filter (130-101-812; Miltenyi Biotec) and centrifuged at 500*g* for 5 min at 4°C. After centrifugation, the nuclei were washed in 4 ml suspension buffer (1× PBS supplemented with 0.01% BSA and 0.2 U/μl RNase inhibitor [Cat #2313A; Clontech]). Isolated nuclei were resuspended in 1 ml suspension buffer, filtered through 20-μm Pre-Separation Filter (130-101-812; Miltenyi Biotec), and counted. A final concentration of 1,000 nuclei per μl was used for 10x Genomics Chromium loading. Considering a 10–20% loss, we pipetted 9.9 μl single-nucleus suspension (concentration of ∼1,000 nuclei/μl, ∼9,900 nuclei), targeting the recovery of ∼6,000 nuclei. A single-nucleus suspension targeting 6,000 cells per sample was loaded into 10x Genomics Chromium Single Cell Controller and barcoded with unique molecular identifiers. Single-nucleus RNA-seq libraries were obtained following the 10x Genomics recommended protocol, using the reagents included in the Chromium Single Cell 3′v3.1 Reagent Kit. Libraries were sequenced on the NovaSeq 6000 (Illumina) instrument, aiming at 50 k mean reads per nuclei.

The 10x Genomics scRNA-seq data were processed using cellranger-7.0.1 with the mouse refdata-gex-mm10-2020-A. Based on the filtered gene–cell count matrix by CellRanger’s default cell calling algorithm, we performed the Seurat workflow. To exclude low-quality cells and doublets, cells with less than 400 or more than 5,000 detected genes, and the percentage of mitochondrial gene counts higher than 10% were filtered out. Thirty principal components were chosen in the dimensionality reduction step. WT and KO samples were integrated using Seurat (version 4.3.0). A resolution of 1 (Seurat_clusters) in the unsupervised clustering resulted in 20 populations (data not shown). Ten major cell populations in colon were annotated by canonical marker genes of endothelial cells (*Pecam1*, *Kdr*, etc..), enteric neurons (*Ank2*, *Kcnip4*, etc…), enterocytes_Abs (*Caecam20*, *Plac8*, etc…), enterocytes_MP (*Cftr*, *Htr4*, etc…), enteroendocrine cells (*Kcnb2*, *Rimbp2*, etc…), goblet cells (*Muc2*, *Bcas1*, etc…), immune cells (*Ptprc*, *Ripor2*, etc…), intestinal stem cells (*Cenpe*, *Knl1*, etc…), lymphatic ECs (*Reln*, *Ntn1*, etc…), and mesenchymal cells (*Dmd*, *Cald1*, etc…). Mesenchymal nuclei were subset from total nuclei and further clustered using 30 principal components in the dimensionality reduction step and a supervised clustering step based on the expression level of myofibroblast or profibrotic smooth muscle cell marker list (*Tnc*, *Actg2*, *Acta2*, *Ptn*, *Des*, *Col5a1*, *Col4a1*, *Col3a1*, *Col1a1*, *Lamb1*, *Adam12*, *Eln*, *Fn1*, *Svep1*, *Postn*) (Bagalad et al, 2017). To determine the percentage of occupancy of different subclusters, we first calculated the proportions of each subcluster within each group (WT and KO), respectively; then, occupancy from WT and KO for each subcluster was calculated based on the normalized proportions. The top 10 markers of major cell populations in colon were identified by the FindAllMarkers function in Seurat (version 4.3.0) and displayed as a heatmap by the ComplexHeatmap function (version 2.12.1). Gene ontology analysis was performed based on the EnrichGO function in the clusterProfiler package (version 3.0.4). RNA velocity was estimated by the velocity python module (La Manno et al, 2018). Briefly, to generate loom files, spliced and unspliced reads were annotated by velocyto.py with CellRanger (version 7.0.1) output files. The loom files were then loaded to Jupyter Notebook (Python version 3.9.13). The calculation of RNA velocity values for each cell and embedding RNA velocity vector to UMAP were done by following the scvelo python pipeline. CellChat analysis of the communications between different cells in colon was performed by the CellChat (Jin et al, 2021) package (version 1.6.1) in R program. Briefly, the interactions were identified and quantified based on the differentially overexpressed ligands and receptors for each cell population using “identifyOverExpressedGenes” and “identifyOverExpressedInteractions” functions. Cell populations less than 10 cells were filtered out using the “filterCommunication” function. “netVisual_diffInteraction” function was used to show the differences in the number of intercellular communication (number of interactions). Next, to compare the strength of different pathways between WT and KO, the function “rankNet” was employed. The comparison of the signaling heatmap between WT and KO was performed by the function “netAnalysis_signalingRole_heatmap.” Finally, the communication probabilities of ligand–receptor pairs regulated by mesenchymal cells in other populations were compared in the function “netVisual_bubble.”

### Statistical analysis

For statistical analysis, GraphPad Prism 10 was used. Statistical significance was calculated using the unpaired *t* test. For qRT-PCR results, an outlier test (ROUT, Q = 1%) was performed. Sample numbers (n) are displayed in the figure legends. Statistical significance is displayed as *P < 0.05, **P < 0.01, and ***P < 0.001.

## Supplementary Material

Reviewer comments

## Data Availability

The single-nucleus RNA-seq data of mouse colon reported in this study are deposited at the Gene Expression Omnibus (GEO) repository under the accession number GSE252602. All data are available in the main text or the supplementary materials, and raw data files that support the findings of this study are available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

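Colon tissue of WT and HIF-1α KO mice with chronic DSS colitis was measured by single-nucleus RNA sequencing in 2 libraries, 1 per genotype, each from a pool of 3 animals. The authors had run Cell Ranger on the mouse reference mm10 (GRCm38) and deposited the counts of UMIs per gene and nucleus for the barcodes that the program's default calling kept, before any filter on quality. Whether intronic reads were counted is not stated in the paper's text. From these counts the number of nuclei per class, sums of UMIs, shares of nuclei with a UMI and numbers of detected ligand-receptor combinations were computed here.

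The work used R 4.3.3 with Seurat 5.3.0, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with scanpy 1.11.5, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The paper names an earlier version of Seurat. Nuclei with fewer than 400 or more than 5000 detected genes, or over 10% mitochondrial UMIs, were left out, as the paper's methods state, although the number of nuclei and the medians of detected genes that the paper gives equal those before this filter. Each library was log-normalized, 2000 variable features were chosen, the libraries were integrated by canonical correlation anchors, and 30 principal components and a resolution of 1 were used for clustering, with the random seed 1. Genes were placed on GRCm38 by their Ensembl identifiers with the GENCODE M21 annotation, which held 32158 of the 32285 identifiers or 99.6%.

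Clusters were named from lists of marker genes that were written before the data were examined. A cluster took the name of the class with the highest mean log2 ratio of its markers over all other nuclei, with 10 counts per 1000000 UMIs (CPM) added to both. At least 3 markers had to reach a log2 ratio of 1 and be found in 10% of the nuclei of the cluster, and no other class could have more markers among the 10 leading genes of the cluster. A cluster with a median depth more than 3-fold below that of its library, in both libraries, would also have needed a marker among those genes, but no cluster was that shallow. These thresholds were set after the data were seen, and the clusters that they left unnamed are given with their shares. The marker lists leave out the signature and matrix genes that the paper compares, but Bmp5 is a fibroblast marker and Muc2 a goblet marker. Immune-like nuclei were clustered again and named in the same way. Mesenchymal-like nuclei were also clustered again, and a subcluster was taken as fibroblast-like or smooth muscle-like by the class of most of its nuclei.

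Genes were named in the text by a fixed rule. It takes every gene that the paper names for these data and, in all nuclei and in each class with at least 50 nuclei per library, the 5 highest and 5 lowest ratios among genes with at least 50 UMIs in the libraries together and non-overlapping intervals. Genes of the lists described next are named as well, and Malat1 for its known place in the nucleus. Jun, Atf3, Egr1 and Gm42418 are marked as singled out after their values were seen. Lists of genes were taken from the paper (7 signature genes, 15 mesenchymal genes and 7 matrix genes) or written for these comparisons (BMP, integrin, CD44, stem cell, sex-linked, posterior Hox, anterior Hox and immediate-early genes). The median of a list was set beside the medians of 10000 random lists of the same size and expression as a description of these libraries, since genes are not replicates. The percentile of the signature genes was computed but is not given, because the paper shows them as raised in the same libraries, which by itself makes it high.

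Because each genotype had 1 library, no test between genotypes was made and no p-value is given. Shares have exact 95% binomial intervals, sums of UMIs exact 95% Poisson intervals, and log2 ratios exact conditional 95% intervals, all of which cover counting error only and not the differences between animals. A gene without a UMI in a class could have had up to 3 UMIs at this depth, and ratios against 0 UMIs use this floor. Shares of nuclei with a UMI depend on depth and were also computed with every nucleus thinned to 1000 UMIs.

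The calling of genes was tested on simulated counts, in which 200 genes were changed by 3-fold. Both libraries were drawn at their real depths from 1 pooled profile, with the Poisson error that the intervals assume. No spread between nuclei or animals was simulated. A low share of unchanged genes called follows from this and is not the error rate of the real calls. In mesenchymal-like nuclei 193 of these were called in the right direction among 6504 genes, and 0.49% of the 6304 unchanged genes were called. In all nuclei 194 were called among 14393 genes, and 0.70% of the 14193 unchanged genes. The changed genes were drawn from those that do not dominate the library, since a change in a very abundant gene moves the CPM of every other gene.

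Scrublet, as provided by scanpy, called 1 of the 9586 nuclei a doublet and so did not serve to remove doublets. Other choices tried for the class shares were all barcodes, no integration, resolutions of 0.5 and 2, thinning to 1000 UMIs, the doublet calls left out, and assignment of each nucleus by its own marker score. For gene levels they were TMM factors, DESeq2 size factors, equal weight for each nucleus, thinning, all barcodes and subtraction of free RNA at the level of a class that should lack the gene. For the ligand-receptor combinations they were a limit of 10% of nuclei, thinning to 1000 and to 500 UMIs, and 20 draws with equal numbers of nuclei. Some alternatives were added after the data were seen, namely leaving out the highest 4% of doublet scores, leaving the markers out of the clustering features, leaving unnamed clusters out of the denominator, counting clusters 1 and 2, together or alone, as mucus-producing enterocyte-like, naming each mesenchymal-like subcluster by its markers against all other nuclei, combining the 10% limit with thinning, and, for the ligand-receptor combinations, counting only genes with a CPM in the class above their CPM over all nuclei of the library, with and without thinning. The clustering of thinned nuclei without integration, used for the split by library, was added then as well.

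CellChat and RNA velocity were not run, since the former was not installed and the latter needs spliced and unspliced counts. The ligand-receptor list held 215 pairs written by hand, of which 214 had all genes in the data, and it gives numbers of detected combinations and not signaling probabilities. A UMI in a nucleus can come from free RNA, and no background share was subtracted for the genes of the list. The staining, flow cytometry and qPCR experiments of the paper were not analysed here.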

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

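The tests of the mix of cell classes for Jun, Atf3, Egr1 and Gm42418 were chosen after these results were seen, and these genes, outside the rule for naming genes, were singled out after their values were seen.

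S100a8 and S100a9 stood out because the paper does not name them and their UMIs exceed the limit that a count of 0 allows. Both are neutrophil markers in the lists used here, and the paper reports more colonic neutrophils in HIF-1α KO mice by flow cytometry. Immune-like nuclei of the HIF-1α KO library held 65 UMIs of S100a8 and 92 of S100a9, and those of the WT library held 0 and 2. S100a8 was at least 10.4-fold higher in CPM, with the floor of 3 UMIs taken over the WT class, and the log2 ratio of S100a9 was 4.46 (2.57 to 7.53). Over all nuclei the HIF-1α KO library held 123 UMIs of S100a8 and 156 of S100a9. Of the UMIs of both genes there, 155 lay in 11 nuclei of 1 immune-like group. That group had its highest marker score for neutrophils, a score that includes both genes, but met the naming rule for no type. Absorptive enterocyte-like nuclei held 30 and 27 in the HIF-1α KO library, and 3 and 3 in the WT library. Free RNA from other cells was argued against, since both genes together were more frequent in immune-like than in goblet-like and enterocyte-like nuclei of the HIF-1α KO library by a log2 ratio of 5.81 (5.41 to 6.21), at 270.1 against 4.83 CPM. What stays open is a difference between single animals of the pools, which the data cannot separate, and a difference between the genotypes, which was not tested. The number of nuclei behind the signal is small.

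Jun, Atf3 and Egr1 stood out in all nuclei, outside the genes that the paper discusses. Their log2 ratios were 1.33 (1.14 to 1.52), 1.69 (1.47 to 1.92) and 0.93 (0.71 to 1.16), and in the list of immediate-early genes 4 of the 6 genes with enough UMIs were higher and none was lower, with a median of 0.55 at percentile 99.57 of random lists. A different mix of cell classes was argued against, since the median log2 ratio of the 3 genes within absorptive enterocyte-like nuclei alone was 1.21 (from 1.13 to 1.42). In that class the median of all genes was −0.07, which TMM factors moved to 0.07. In goblet-like nuclei Egr1 was not higher, at −0.30 (−0.81 to 0.24). The time between tissue removal and freezing is not known and was not tested, and neither was a difference between the genotypes.

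Gm42418, a long non-coding RNA gene on chromosome 17 of GRCm38 (39846958 to 39848788), stood out because it takes a large part of the UMIs, with 80400 CPM in the WT and 27959 in the HIF-1α KO library, a log2 ratio of −1.52 (−1.53 to −1.52). A different mix of cell classes was argued against, since the gene was lower within each of 9 named classes, with a log2 ratio of −1.21 (−1.22 to −1.20) in absorptive enterocyte-like nuclei. The gene was among the 10 leading genes of the unnamed clusters 1 and 2, which had WT median depths of 1458 and 1399.5 UMIs. A difference in the preparation of the libraries stays open and was not tested, and no biological explanation was tested. Because the gene takes a different share of each library, the CPM values of other genes shift slightly, and the median log2 ratio over all nuclei was −0.01 with total UMIs and 0.02 with TMM factors.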

How the results depend on the processing

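The alternatives tested only after the results were seen were leaving out the highest 4% of doublet scores, leaving the naming markers out of the clustering features, leaving unnamed clusters out of the denominator, counting clusters 1 and 2, together or alone, as mucus-producing enterocyte-like, naming each mesenchymal-like subcluster by its markers against all other nuclei, the 10% detection limit combined with thinning, and, for the ligand-receptor combinations, counting only genes with a CPM in the class above their CPM over all nuclei of the library, with and without thinning. The clustering of thinned nuclei without integration, used for the split by library, was also added after the data were seen. All other alternatives were fixed before the data were examined. No paired analysis was possible because each genotype has 1 library and the pools of animals carry no shared number, and leaving out a replicate does not apply with 1 library per genotype. All values are log2 ratios of HIF-1α KO over WT unless stated, and for each value that moved or turned below the cause was not tested, apart from the depth test reported for the ligand-receptor combinations.

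Of the class shares, counts and Muc2 levels, 189 values under the alternatives fixed in advance stayed within the counting error of the main value or within a factor of 1.5 for counts, 24 moved without a change of direction and 4 turned. Of those under the added alternatives, 46 stayed, 12 moved and 8 turned. Of the other values, for single genes and smaller groups of combinations, 502 stayed and 33 moved under the former and 3 stayed, 11 moved and 4 turned under the latter. The gene-level alternatives cover the signature, matrix, BMP, integrin, CD44 and stem cell genes and Muc2, where they had at least 50 UMIs. Each of these genes called higher or lower kept its direction under all alternatives that gave a value. The number of signature genes with a ratio above 0 in mesenchymal-like nuclei was 5 of 7, and 4 with TMM factors, DESeq2 size factors or thinning. The number of matrix genes above 0 in fibroblast-like nuclei was 4 of 7, and it was 3 with TMM or DESeq2 factors and 5 with all barcodes or free RNA subtracted.

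With each nucleus assigned by its own marker score, the share moved to −2.08 for enteric neuron-like, 0.91 for absorptive enterocyte-like, 0.94 for mucus-producing enterocyte-like, −0.89 for enteroendocrine-like, −1.52 for fibroblast-like, 1.02 for goblet-like, 0.045 for immune-like, −0.83 for stem cell-like and −1.40 for mesenchymal-like nuclei. Without integration it moved to 1.25 for absorptive and 1.41 for mucus-producing enterocyte-like nuclei. At a resolution of 0.5 the mucus-producing enterocyte-like share moved to 0.15, and after thinning to 1000 UMIs the stem cell-like share moved to −0.15. With unnamed clusters left out of the denominator, by construction every share rose in both libraries, and the ratios became 0.43 for absorptive and 0.24 for mucus-producing enterocyte-like, 0.46 for goblet-like, −0.74 for stem cell-like and −1.23 for mesenchymal-like nuclei. The mucus-producing enterocyte-like share moved to 0.30 without the highest 4% of Scrublet scores and to 0.31 with the naming markers left out of the features. It moved to 0.20 with cluster 1 counted in the class, and it turned to −0.25 with cluster 2 counted in it and to −0.30 with both.

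The Muc2 level over all nuclei moved from 0.23 to 0.26 with TMM factors, 0.34 as the mean of nuclei and 0.31 after thinning. In goblet-like nuclei it moved to −0.18 with TMM factors and −0.35 with free RNA subtracted, and in mucus-producing enterocyte-like nuclei to 0.17 after thinning.

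The detected ligand-receptor combinations depended on the limit and on depth. At 10% of nuclei the ratio moved to 0.11 for all combinations, 0.14 for those from mesenchymal-like nuclei, 0.079 for those that involve no mesenchymal-like nuclei and 0.20 for integrin receptors. After thinning to 1000 UMIs the ratio turned to −0.085 for all combinations and to −0.18 for those without mesenchymal-like nuclei, and it became 0.00 for those to mesenchymal-like nuclei. After thinning to 500 UMIs it turned to −0.22 and −0.14 for the former 2 groups. With the 10% limit and thinning to 1000 UMIs together, it turned to −0.21 for all combinations, −0.37 for those from, −0.089 for those to and −0.30 for those from or to mesenchymal-like nuclei, and to −0.14 for those without them. Under the same setting it turned to −0.24 from mesenchymal-like to stem cell-like nuclei, −0.27 to endothelial-like nuclei and −0.10 for integrin receptors of stem cell-like nuclei, and it moved to −1.42 for BMP pairs and 0.30 for integrin receptors. With only genes counted whose CPM in the class was above that of the library, the ratio moved to −1.58 for BMP pairs, with 3 and 1 combinations, and to 2.07 for integrin receptors. With this and thinning to 1000 UMIs together, it turned to −0.14 for all combinations and to −0.28 for those without mesenchymal-like nuclei.

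Some alternatives gave no value. Subtraction of free RNA gave none for the BMP, integrin and CD44 genes, for which no class that should lack them was fixed, for Muc2 over all nuclei, or for Muc2 in mucus-producing enterocyte-like nuclei, where the level fell below 0. Groups of combinations with a count of 0 in a library have no ratio, which includes the CD44 pairs without thinning and the BMP and integrin pairs after thinning at the 25% limit. The subtypes of immune-like nuclei were clustered under 1 setting only. Depth limits most of what can be said of single classes, since the mesenchymal-like nuclei of the HIF-1α KO library held 839308 UMIs in 252 nuclei, and the median WT nucleus had fewer than 50% of the UMIs of the median HIF-1α KO nucleus.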

Differences from the paper's values

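The settings that count clusters 1 and 2, together or alone, as mucus-producing enterocyte-like and the setting that names each mesenchymal-like subcluster against all other nuclei were tested only after the results were seen.

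The paper shows mucus-producing enterocytes at about 44% of the WT nuclei in Fig 2B, read by eye, and the share was 15.2% here. A resolution of 0.5 gave 31.6%, within a factor of 1.5 of the paper's value, and the other alternatives fixed in advance did not come within it. For the HIF-1α KO library the paper's value is about 37% in Fig 2B, read by eye, and the share was 21.8% here. It came within a factor of 1.5 of the paper's value with all barcodes (24.8%), without integration (31.4%), at a resolution of 0.5 (35.1%) and with assignment by marker score (24.8%), but not at a resolution of 2, after thinning or with doublet calls left out. With clusters 1 and 2 counted in the class, a setting chosen after seeing the values, the shares were 39.7% in the WT and 32.2% in the HIF-1α KO library. With cluster 2 alone they were 29.5% and 24.8%, and with cluster 1 alone 25.4% and 29.1%.

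The paper's text gives 8 subclusters of smooth muscle cells, and 4 were found here. The number was 4 with the list genes among the features and at a resolution of 0.5 and 5 without integration, and none of these came within a factor of 1.5 of the number in the text. With each subcluster named by its markers against all other nuclei, a setting chosen after seeing the values, the number was 5, and 6 without integration, of which the latter comes within that factor. The paper's own numbers do not agree, since its text gives 10 mesenchymal clusters in all, of which 4 are fibroblasts, and its figure shows about 6 smooth muscle subclusters in Fig 3A, read by eye. The numbers found here, in each of these settings, come within a factor of 1.5 of that.

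The paper states that mucus-producing enterocytes are depleted in HIF-1α KO mice, and their share was higher here, with a log2 ratio of 0.52. The direction of the paper was reached only with cluster 2 counted in the class, at −0.25 alone and at −0.30 together with cluster 1, settings chosen after seeing the values. With cluster 1 alone the ratio was 0.20. The paper states that all 7 signature genes are higher in mesenchymal cells of HIF-1α KO mice. Here 4 of the 7 were called higher, Col1a1 was lower at −0.58, Lamb1 was at −0.12 and Eln at 0.04. In mesenchymal-like nuclei calls were made in the main setting only. Across the 7 settings for gene levels the ratio of Col1a1 lay between −0.67 and −0.43 and that of Lamb1 between −0.30 and −0.10. That of Eln lay between −0.12 and 0.25. Of the matrix genes that the paper describes as raised in fibroblasts, Fn1 and Postn were higher here, Col1a1 was lower at −0.75, and the intervals of the other 4 overlapped.

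The paper describes the subclusters rich in matrix genes as more abundant in HIF-1α KO mice, and this rise was not found here. The fibroblast-like subclusters with the most and next most such UMIs had log2 ratios of −0.38 and 0.16, and the smooth muscle-like ones −0.19 and 0.07, all with intervals that include 0. Without integration the fibroblast-like subcluster next in such UMIs had a higher share, at 0.47 (0.03 to 0.90), and the smooth muscle-like one next in them a lower share, at −1.86 (−2.92 to −0.94). Another smooth muscle-like subcluster, with fewer such UMIs in CPM, had a higher share there, at 0.75 (0.20 to 1.30). The paper finds more BMP signaling from mesenchymal cells to the epithelial classes. Here 8 BMP combinations were detected in each library, a count that is not CellChat's measure. The median log2 ratio of the BMP genes in mesenchymal-like nuclei was 0.05, with Bmp5 higher and 3 other genes lower.

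The paper finds more interactions in HIF-1α KO mice with CellChat, a measure that was not computed here. The number of detected combinations was also higher in the HIF-1α KO library without thinning, at 0.92, and was not higher after thinning to 1000 UMIs, at −0.085. The paper singles out mesenchymal cells, while the combinations without mesenchymal-like nuclei rose by 0.98 and those with them by 0.80. After thinning to 1000 UMIs the combinations with mesenchymal-like nuclei had a ratio of 0.17 and those without them −0.18.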

Other observations

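The tests of depth and of cluster 1 and cluster 2 for the mucus-producing enterocyte-like share, of free RNA from every class in cluster 2, of free RNA for the signature genes and for the ligand-receptor combinations, of the position along the colon and of lost mesenchymal-like nuclei were chosen after the results were seen.

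The share of mucus-producing enterocyte-like nuclei was higher in the HIF-1α KO library. After thinning to equal depth the log2 ratio was 0.57 (0.43 to 0.71). This cannot exclude a difference in depth, since the thinned clustering left its largest cluster unnamed, with 1368 WT and 513 HIF-1α KO nuclei. WT nuclei of this class in the unnamed cluster 1 were argued against as the whole cause, since counting this cluster in the class left the ratio above 0, at 0.20 (0.08 to 0.31). Its highest marker score was that of mucus-producing enterocytes, below the thresholds for a name. WT nuclei of this class in the unnamed cluster 2 cannot be told apart from other nuclei. Counting this cluster turned the ratio to −0.25 (−0.36 to −0.13), but this follows from its larger number of WT nuclei alone. In the WT library the markers of the class had 2534 CPM in cluster 2, above the 1549 of absorptive enterocyte-like nuclei but below the 5800 and 5876 of the named clusters 0 and 5 and the 3718 of stem cell-like nuclei. The highest score of cluster 2 was that of immune cells, also below the thresholds. The direction of the change in this class may therefore rest on how cluster 2 is read.

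Gm42418 was among the 10 leading genes of the unnamed clusters 1 and 2. Cluster 1 had median depths of 1458 UMIs in the WT and 2570.5 in the HIF-1α KO library, below the library medians of 2058.5 and 4197. Cluster 2 had 1399.5 and 1690. Cluster 2 held 698 WT and 143 HIF-1α KO nuclei and may be a trait of the WT library and not a cell type. Near-empty droplets and whole nuclei cannot be told apart there, since Malat1, which is kept in the nucleus, was lower than in cluster 0 by little, with a log2 ratio of −0.13 (−0.15 to −0.11) in the WT library. For cluster 1 they cannot be told apart either, since its ratio of −0.65 was close to the −0.67 of cluster 5, which was named. Free RNA of many classes on top of a nucleus stays open for cluster 2, since 10 of the 14 marker sets of classes other than enterocytes were higher than in cluster 0 in both libraries, and 9 were in cluster 1. Malat1 was chosen for this test by its known place in the nucleus and lies outside the naming rule for genes.

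More ligand-receptor combinations were detected in the HIF-1α KO library. Different numbers of nuclei per class were argued against, since with equal numbers the log2 ratio was 0.93. A difference in depth stays open as an explanation, since the ratio was −0.085 after thinning to 1000 UMIs. The combinations from mesenchymal-like nuclei numbered 23 in the WT and 29 in the HIF-1α KO library at that depth, so depth could leave a small part of the rise unexplained, and with the limit at 10% of nuclei these fell, at −0.37. Free RNA from other cells cannot be told apart from expression, since its composition was not measured. If it has the composition of the library, it lifts no gene above its mean level there, and with only the genes counted that were above this level in their class the ratio was 0.75 without thinning. After thinning to 1000 UMIs it was −0.14.

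Acta2, Des, Fn1 and Postn were higher in mesenchymal-like nuclei of the HIF-1α KO library. A different mix of fibroblast-like and smooth muscle-like nuclei was argued against, since the median log2 ratio of the 4 genes was 0.84 within smooth muscle-like nuclei. For the 3 of them measured within fibroblast-like nuclei it was 0.69. There only Fn1 and Postn were called higher, and Acta2 lay between −0.19 and 0.67 across the 7 settings for gene levels. Free RNA was argued against too, since the median was 0.91 after the level in epithelial-like nuclei was subtracted. Differences between the animals of the pools and between the genotypes stay open and were not tested.

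The share of mesenchymal-like nuclei was lower in the HIF-1α KO library. Loss of such nuclei by the filter was argued against, since the log2 ratio was −0.99 (−1.22 to −0.77) with all barcodes, and −0.61 (−0.82 to −0.41) with each of the 70 HIF-1α KO barcodes that the filter removed counted as mesenchymal-like. Loss by the clustering was argued against, since the ratio was −1.40 (−1.62 to −1.17) with each nucleus after the filter assigned by its own marker score. How much of each tissue layer entered the pools was not recorded, and it stays open together with a difference between the genotypes.

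Without integration, 38.03% of the epithelial-like nuclei lay in clusters with over 90% of 1 library. After thinning to 1000 UMIs this share was 11.5%, so most of the split went away at equal depth. The clustering of thinned nuclei was added after the data were seen, and the reading of its test was changed after its value was seen. Thinning also lowers the depth of both libraries. A difference in depth and other differences between the libraries therefore cannot be told apart as the source of the split. Pools from different positions along the colon cannot be told apart from pools of the same position, since the median of 4 posterior Hox genes in absorptive enterocyte-like nuclei was −0.061 and they moved in both directions. Over all nuclei the anterior Hox genes Hoxb3, Hoxb4, Hoxb5 and Hoxb6 were lower, at −1.55, −1.02, −1.48 and −1.27, and the intervals of Hoxb7 and Hoxb8 overlapped.

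In all nuclei, Lgr5 had 10.6 CPM in each library, with a log2 ratio of −0.01 (−0.31 to 0.30). Axin2 and Ascl2 were lower in the HIF-1α KO library, at −0.86 (−1.13 to −0.60) and −1.94 (−3.01 to −0.94), the latter with 28 and 13 UMIs. In stem cell-like nuclei Lgr5 rose from 22 to 61 UMIs, a log2 ratio of 1.21 (0.48 to 1.98), and Smoc2 had 1.27 (0.94 to 1.61), while Axin2 had 57 and 42 UMIs, at −0.71 (−1.32 to −0.11) with overlapping intervals of its levels, and the intervals of Rgmb and of Ascl2, with 6 and 1 UMIs, overlapped too. Xist had 2 and 4 UMIs and the Y-linked gene Uty 414 and 443 CPM, and Ddx3y, Eif2s3y and Kdm5d had between 103 and 173 CPM, so both pools came mainly or wholly from animals with a Y chromosome. In T cell-like nuclei as a share of all nuclei the log2 ratio was 2.02 (1.04 to 3.13), with 11 and 43 nuclei.

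Under the naming rule for genes, the highest ratio in fibroblast-like nuclei was that of Khdrbs2, with 1 UMI in the WT and 105 in the HIF-1α KO library, a log2 ratio of 7.33 (4.82 to 12.65). Mmp13 was among the lowest, with 193 and 13 UMIs and a log2 ratio of −3.28 (−4.21 to −2.47). In immune-like nuclei Mrc1 was among the lowest, with 68 and 23 UMIs, at −2.63 (−3.37 to −1.92). With 1 pool of 3 animals per genotype, a single animal can set such values.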
